# Brap regulates liver morphology and hepatocyte turnover via modulation of the Hippo pathway

**DOI:** 10.1073/pnas.2201859119

**Published:** 2022-04-27

**Authors:** Christina Priest, Rohith T. Nagari, Lara Bideyan, Stephen D. Lee, Alexander Nguyen, Xu Xiao, Peter Tontonoz

**Keywords:** liver, ubiquitin ligase, Hippo pathway

## Abstract

Regulation of hepatocyte proliferation and liver morphology is of critical importance to tissue and whole-body homeostasis. However, the molecular mechanisms that underlie this complex process are incompletely understood. Here, we describe a role for the ubiquitin ligase BRCA1-associated protein (BRAP) in regulation of hepatocyte morphology and turnover via regulation of MST2, a protein kinase in the Hippo pathway. The Hippo pathway has been implicated in the control of liver morphology, inflammation, and fibrosis. We demonstrate here that liver-specific ablation of *Brap* in mice results in gross and cellular morphological alterations of the liver. *Brap*-deficient livers exhibit increased hepatocyte proliferation, cell death, and inflammation. We show that loss of BRAP protein alters Hippo pathway signaling, causing a reduction in phosphorylation of YAP and increased expression of YAP target genes, including those regulating cell growth and interactions with the extracellular environment. Finally, increased Hippo signaling in *Brap* knockout mice alters the pattern of liver lipid accumulation in dietary models of obesity. These studies identify a role for BRAP as a modulator of the hepatic Hippo pathway with relevance to human liver disease.

## Significance

The liver has a complex cellular architecture that is essential for its function. In this work, we show that BRAP, a ubiquitin ligase of poorly understood function, is required for maintenance of proper liver morphology. BRAP deletion in the liver causes disruption of its normal architecture and inflammation due to altered expression of genes involved in cell growth and extracellular interactions. This work sheds light on the mechanisms that maintain proper liver structure and has implications for liver disease.

Coordination of cellular metabolism and growth pathways is critical for proper tissue homeostasis in the liver. Dysregulation of these processes contributes to lipid excess, impaired regeneration, and tissue inflammation. Understanding the mechanisms that mediate this coordination has clinical implications for the development of nonalcoholic fatty liver disease, cirrhosis, and hepatocellular carcinoma. One class of proteins that may serve this function is ubiquitin ligases. Members of this family are known to modulate fatty acid and cholesterol homeostasis in the liver (1, 2). BRCA1-associated protein (BRAP), a poorly characterized E3 ligase, is expressed in the liver, but its role in hepatic physiology is unknown.

BRAP was originally identified in a yeast two-hybrid screen for proteins interacting with the BRCA1 tumor suppressor (3). However, BRAP has not been shown to act as a tumor suppressor, and its physiological role is incompletely understood. BRAP has autoubiquitination activity, suggesting that it is a functional ubiquitin ligase (4), but its targets are not well defined. Previous work has suggested that BRAP functions in the central nervous system to control development by modulating the MAP kinase pathway, partially through increasing ubiquitination of SKP2 (5, 6). However, BRAP is expressed at comparable levels in the liver and has been associated with low-density lipoprotein and myocardial infarction risk in several genome-wide association studies, implying that it has additional, uncharacterized, tissue-specific functions (7, 8).

Here, we describe a role for BRAP in regulation of hepatocyte morphology and turnover via regulation of MST2, a protein kinase in the Hippo pathway. Loss of BRAP results in depletion of MST2, which allows the transcription factor YAP to translocate to the nucleus and promote transcription of genes involved in cell growth and cytoskeletal remodeling. We demonstrate that liver-specific ablation of *Brap* in mice results in gross and cellular morphological alterations of the liver. *Brap* knockout livers exhibit increased hepatocyte proliferation, cell death, and inflammation. Additionally, mice lacking *Brap* expression in hepatocytes (*Brap LKO*) fed Western or nonalcoholic steatohepatitis–inducing (NASH) diets exhibit altered lipid accumulation. These results establish BRAP as a regulator of hepatic morphology both at baseline and during response to dietary stress.

## Results

### Hepatic Brap Expression Is Important for Liver Morphology.

Prior work determined that whole-body knockout of *Brap* is lethal at embryonic day 12 (6). We chose to create a tissue-specific knockout model in order to study the function of this gene in the liver. We developed *Brap*-floxed (*Brap*^F/F^) mice in collaboration with the University of California Irvine Transgenic Mouse Facility (*SI Appendix*, Fig. S1) and crossed *Albumin*-Cre transgenic mice with *Brap^F/F^* mice to generate *Brap LKO* mice. Western blot with an anti-BRAP antibody indicated the loss of two bands of similar molecular weight at ∼65 kDa (predicted, 67 kDa) in the knockout mice (Fig. 1*A*). The *Brap LKO* mice had reduced body weight at 6 wk of age, but by age 10 wk had a body weight and composition equivalent to that of *Brap^F/F^* control mice (Fig. 1 *B* and *C*). This initial reduction in body mass was attributable to a reduction in lean body mass as measured by MRI (Fig. 1 *D* and *E*). A similar, albeit milder, body weight phenotype was observed in female mice (*SI Appendix*, Fig. S2).

**Fig. 1.**
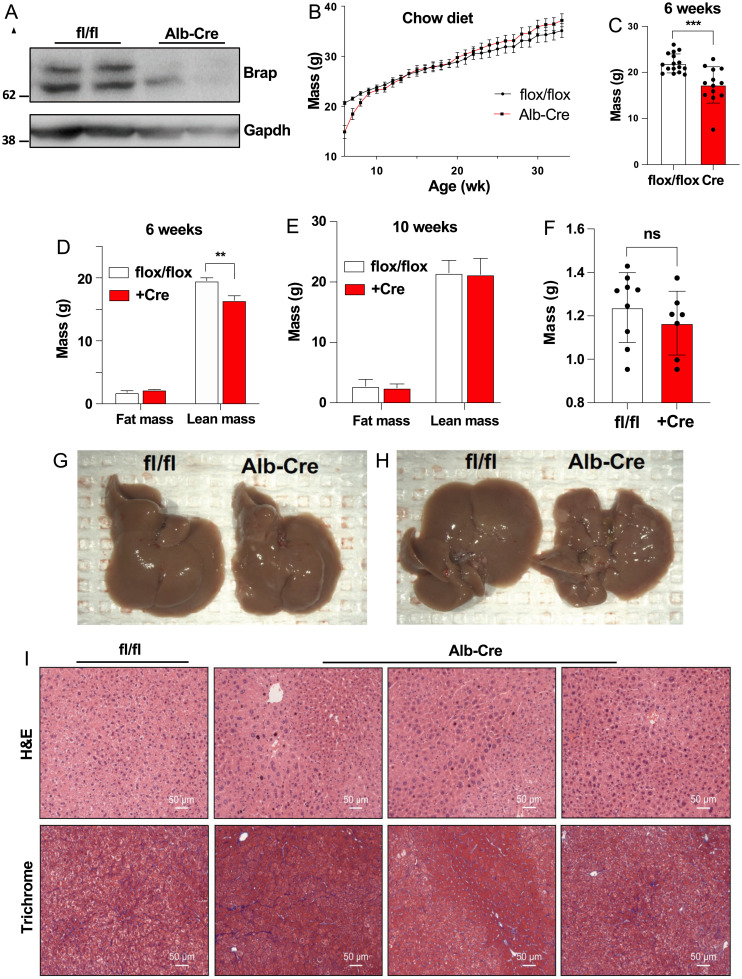
Characterization of *Brap LKO* mice. (*A*) Anti-Brap and anti-GAPDH Western blots of *Brap LKO* and WT mice. (*B*) Body weights of male *Brap LKO* mice and WT littermate flox/flox controls, from 6 wk to 35 wk, fed a chow diet. (*C*) Body weights of *Brap LKO* and WT mice at 6 wk. (*D*) Fat and lean mass of *Brap LKO* and WT mice at 6 wk. (*E*) Fat and lean mass of *Brap LKO* and WT mice at 10 wk. (*F*) Liver weights of *Brap LKO* and WT mice at 18 wk. (*G* and *H*) Gross appearance of male *Brap LKO* livers (*G*) and WT controls (*H*) at 18 wk. (*I*) Hematoxylin and eosin (H&E) (*Top*) and trichrome (*Bottom*) staining of male *Brap LKO* and WT control livers at 18 wk. All images are representative of three replicate mice. Alb, albumin; *P < 0.005; ***P < 0.0005; ns, not significant.

Livers from 18-wk-old *Brap LKO* mice had similar mass as control livers (Fig. 1*F*) but exhibited gross morphological changes (Fig. 1 *G* and *H*). On gross examination, *Brap LKO* livers had a bumpy appearance, with abundant light-colored nodules. Staining with hematoxylin and eosin and Masson’s trichrome further revealed altered liver structure in *Brap LKO* mice compared with floxed littermate controls (Fig. 1*I*). *Brap LKO* livers contained interspersed nodules of hepatocytes of heterogeneous size and shape, as well as increased fibrosis. These findings suggest that BRAP is required for maintenance of normal liver architecture.

### Increased Hepatocyte Proliferation, Apoptosis, and Inflammation in Brap-Deficient Mice.

*Brap LKO* mice did not show elevation in plasma alanine transaminase or aspartate transaminase at 6 wk of age, suggesting the absence of substantial ongoing injury (Fig. 2 *A* and *B*). Additionally, despite the alterations in cell and nuclear size visible in liver sections (Fig. 1*G*), we observed no difference in hepatocyte ploidy as measured by propidium iodide staining by fluorescence-activated cell sorting (Fig. 2*B* and *SI Appendix*, Fig. S3). In order to determine the cause of the altered morphology in *Brap LKO* livers, we assayed for markers of proliferation, apoptosis, and inflammation. We observed increased staining of KI-67 (a marker of proliferation), cleaved caspase 3 (a marker of apoptosis), and F4/80 (a macrophage marker) in the *Brap LKO* livers (Fig. 2*D*). These data suggest increased hepatocyte turnover accompanied by inflammation. These results were confirmed by Western blot analysis of liver lysates from 6-wk-old mice, which had marked increases in proliferative markers (PCNA and phospho-H3) as well as apoptotic markers (cleaved caspase-3 and survivin) in *Brap LKO* livers (Fig. 2*E*). Gene expression analysis by qPCR also showed an increased F4/80, TNF-α, and Mcp-1 expression in *Brap LKO*s, suggesting an increase in infiltration of immune cells and inflammation (Fig. 2*F*).

**Fig. 2.**
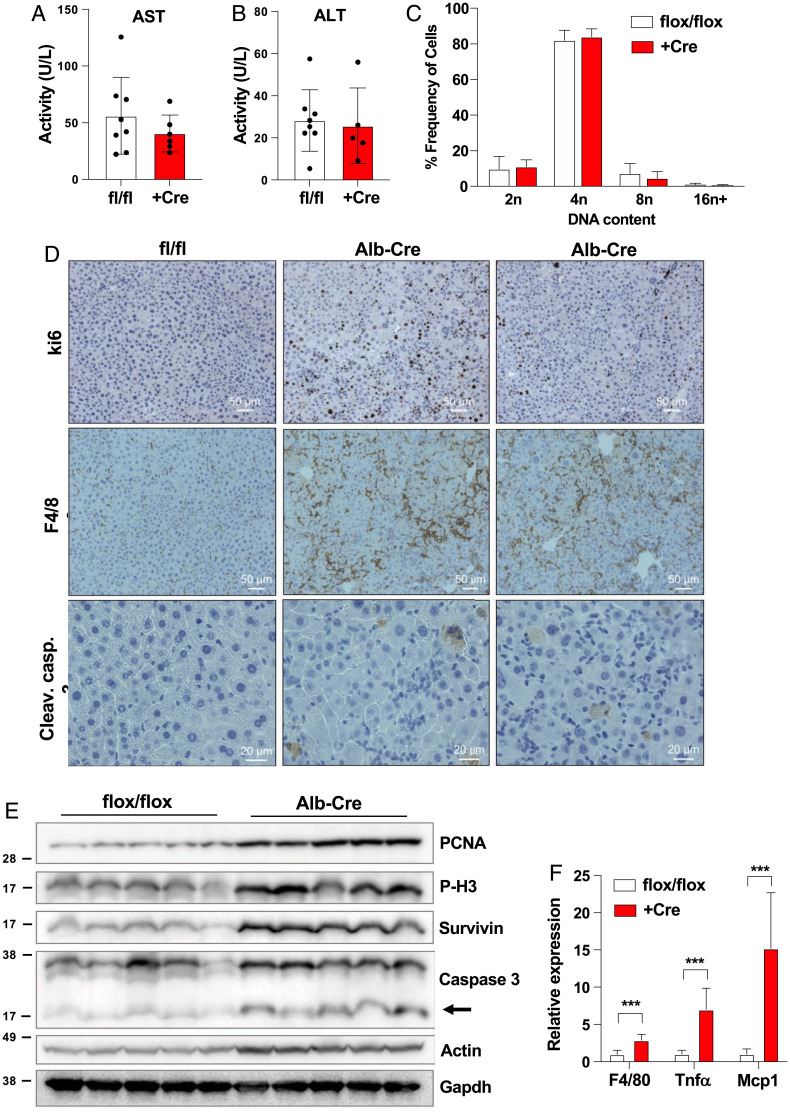
Analysis of *Brap LKO* mouse livers. (*A* and B) Serum aspartate transaminase (AST) and alanine transaminase (ALT) levels of *Brap LKO* mice and WT control mice. (*C*) Ploidy of primary hepatocytes from *Brap LKO* and WT mice. (*D*) *K*_i_-67, cleaved caspase (Cleav. casp.) 3, and F4/80 staining of *Brap LKO* and WT mice livers. (*E*) Western blot for PCNA, P-H3, survivin, cleaved caspase 3, and actin in *Brap LKO* and WT mice. (*F*) Relative expression via qPCR of F4/80, TNF-α, and Mcp1 in *Brap LKO* and WT mice. ***P < 0.0005.

### Loss of Brap Alters Expression of Genes Regulating Interaction with the Extracellular Environment.

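Liver RNA of 4 Brap LKO mice and 4 Brap F/F control mice without Cre was sequenced as single-end reads of 50 bases. The mice were 18 wk old and had been fasted for 6 h. The authors aligned the reads to mm10 with STAR, divided the reads counted on each gene by a DESeq2 size factor for each liver, and deposited these normalized counts for 24451 genes together with their DESeq2 comparison of the groups. All of the values (100%) were whole multiples of what 1 read is worth in their liver, so the reads could be recovered. They numbered between 26280884 and 33313914 per liver, with a median of 29382751 in the Brap LKO livers and 30943502.5 in the Brap F/F livers. The gene with the most reads, Alb, took 6.04% ± 0.961 (SD, n = 4) of the reads in the Brap LKO livers and 7.75% ± 1.21 (SD, n = 4) in the Brap F/F livers. For the values given at each result, log2(normalized count + 1) was compared between the groups with limma (moderated test with a mean-variance trend) for the genes with a mean normalized count of at least 5, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with few reads. Intervals and p-values rest on the spread between the 4 livers of each group. The counting tool, the annotation release and the use of strand are not named in the paper's text, so a gene that overlaps another on either strand can hold reads of both. The targeted gene, Brap, had normalized counts of 4042, 4203, 4065 and 3641 in Brap LKO replicates 1 to 4 and of 4410, 4235, 3994 and 4106 in Brap F/F replicates 1 to 4. Its log2 fold change was -0.07 (standard error 0.0676, adjusted p = 0.631 from limma; two-sided exact permutation test, p = 0.286). The largest move of this value under another setting came from scaling every liver to the same total, which gave 0.09 where the median of all genes moved to 0.15. Exons 2 and 3, which Cre removes, make up 9.56% of the Brap transcript with the longest coding sequence, and reads on single exons were not analysed here. Brap counts therefore did not check the labels, and the groups are named as the deposited data label them. Each of 4 genes of the Y chromosome had at least 438 reads in every liver, and Xist had at most 6.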

To identify the gene expression changes underlying the hepatic phenotypes of *Brap LKO* mice, we performed bulk RNA sequencing. In total, 452 genes were significantly up-regulated and 170 were significantly down-regulated in the livers of *Brap LKO* mice (Fig. 3*A*). 

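Of the 15352 genes tested, 102 were higher and 16 lower in the livers labelled Brap LKO at an adjusted p-value under 0.05 (limma), and 2429 had an unadjusted p-value under 0.05. In all 118 of these genes, every liver of one group lay above every liver of the other. That held for 1515 of the tested genes (9.87%), where chance gives 2.86%. The numbers moved most with 1 surrogate variable as a covariate, a setting chosen after seeing the data, which gave 490 higher and 245 lower genes. Of the settings fixed beforehand, the same total per liver moved the number of higher genes most, to 459, and DESeq2 on the recovered reads that of lower genes, to 159 (with 448 higher). The number of higher genes fell to 11 without Brap LKO replicate 1 and rose to 178 without Brap F/F replicate 4. That of lower genes lay between 4, without Brap F/F replicate 2, and 54, without Brap F/F replicate 4. The animal numbers in the labels fall into a lower and a higher series. The lower series holds 3 Brap LKO livers and 1 Brap F/F liver, and the higher series 1 Brap LKO liver and 3 Brap F/F livers, so neither allows a comparison of its own. With the series as a covariate, 78 of the 118 genes remained past the threshold. The authors' table calls 117 of the 118 genes at the same threshold. Among the higher genes whose groups did not overlap, Gldn had the largest fitted rise. Its normalized count was 413 ± 296 (SD, n = 4) in the Brap LKO livers and 1.48 ± 2.33 (SD, n = 4) in the Brap F/F livers, where 0, 1, 0 and 5 reads were counted (log2 fold change 7.55, standard error 0.639, adjusted p = 0.00152 from limma). By fitted value Lrtm2, Gm10419, Syt14 and Igf2bp3 followed, but the last 3 cannot be ranked by it. The Brap F/F livers held at most 3 reads of each of the last 3, so that Gm10419 was at least 5.87-fold higher, Syt14 at least 6.75-fold higher and Igf2bp3 at least 10.1-fold higher in the Brap LKO livers. Gm10419 shares 139 exon bases with Gm42517, and Igf2bp3 shares 1529 with Malsu1, on the opposite strand in both cases. The largest falls were those of Dmrta1, Mkx, Trhde, Serpine2 and Pclo. The log2 fold change was -3.23 for Mkx (adjusted p = 0.0417), -2.52 for Serpine2 (adjusted p = 0.0155) and -2.32 for Pclo (adjusted p = 0.0298), each from limma. With 1 liver left out in turn, Mkx stayed past the threshold only without Brap LKO replicate 3 or Brap F/F replicate 4 (adjusted p from 0.0190 to 0.148), Pclo only without Brap F/F replicate 4 (0.0112 to 0.0949), and Serpine2 in every case but without Brap LKO replicate 1 or Brap F/F replicate 2 (0.00560 to 0.0615). Gldn, Gm10419, Syt14 and Igf2bp3 stayed past it in all 8 of these fits.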

Further analysis identified pathways that were differentially expressed. The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways most differentially expressed between *Albumin*-Cre mice and floxed control mice were predominantly related to the cytoskeleton and extracellular matrix (ECM), including ECM–receptor interaction and focal adhesion (Fig. 3*C*). 

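The KEGG pathways were not used here. In their place, a list of 86 genes for ECM proteins and their receptors and a list of 38 genes for adhesion signaling were tested with camera, which sets a list's changes against those of the other tested genes with a preset correlation between members (0.01). Of the ECM and receptor genes, 67 were tested. Of these, 52 were higher in the Brap LKO livers, with a median log2 fold change of 0.49 (camera adjusted p = 1.21e-10 over 20 lists). At an adjusted p-value under 0.05 from limma, 6 of them differed between the groups. The number was 31 adjusted over the list alone. The list's median was 0.40 after quantile normalization and 0.65 with the same total per liver. It was lowest without Brap F/F replicate 1 (0.39). The list holds 3 genes that the paper singles out from these livers, Col4a3, Col4a6 and Col6a3. Its most abundant members, Fn1 and Vtn, had log2 fold changes of -0.09 and -0.04. All 38 adhesion signaling genes were tested. Their median log2 fold change was 0.09, with 23 higher and 15 lower (camera adjusted p = 0.011), and it was 0.12 after quantile normalization and 0.25 with the same total per liver, a setting that moved the median of all genes by about as much. Of these genes, 3 differed between the groups at an adjusted p-value under 0.05 from limma, and 6 adjusted over the list alone. The abundant members Egfr (log2 fold change 0.90, adjusted p = 0.281 from limma) and Actb (-0.35, adjusted p = 0.572) did not pass the threshold. Under fry, both lists stayed past the threshold (adjusted p = 0.0084 for ECM and receptors and 0.0193 for adhesion signaling). With the correlation between members estimated from the data, neither did (camera adjusted p = 0.136 and 0.214), which was the largest move of either result.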

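Col4a3 lies on chromosome 1 of mm10 from 82586921 to 82722059 and encodes a chain of basement membrane collagen. Its normalized count was 108 ± 26.4 (SD, n = 4) in the Brap LKO livers and 15.6 ± 3.34 (SD, n = 4) in the Brap F/F livers, a log2 fold change of 2.71 (standard error 0.221, adjusted p = 0.00152 from limma). It stayed past the threshold in all 22 other settings tried. Of its exon bases, 563 (5.65%) overlap C430014B12Rik on the opposite strand, whose log2 fold change was -0.11. Col6a3, on chromosome 1 from 90765923 to 90843971, had the highest level of these genes, with 769 ± 206 (SD, n = 4) and 291 ± 57.8 (SD, n = 4) normalized counts in the respective groups. Its log2 fold change was 1.38 (standard error 0.208, adjusted p = 0.0286 from limma). Of the 8 fits that left out 1 liver, those without Brap LKO replicate 2 and without Brap F/F replicate 4 kept it past the threshold (adjusted p from 0.0185 to 0.0916). Col4a6, on chromosome X from 141165403 to 141474076, was counted at 12.4 ± 3.14 (SD, n = 4) and 3.36 ± 2.15 (SD, n = 4), a log2 fold change of 1.72 (standard error 0.405) that did not pass the threshold (adjusted p = 0.0941 from limma). Mmp12, on chromosome 9 from 7344381 to 7369499, encodes macrophage elastase. It was counted at 29.8 ± 13.2 (SD, n = 4) and 5.73 ± 4.53 (SD, n = 4), with no read in Brap F/F replicate 2. It shares 157 exon bases with Mmp1b on the opposite strand, and its log2 fold change of 2.57 (standard error 0.704) did not pass the threshold (adjusted p = 0.136 from limma). In each of these 4 genes, all Brap LKO livers lay above all Brap F/F livers (two-sided exact permutation test, p = 0.0286, the smallest p that 4 livers against 4 allow). Adjusted over the list alone, each of them passed the threshold, the highest adjusted p being 0.00496 for Mmp12, but the list was chosen by the study on these livers, so this is not independent evidence.

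**Figure D1:**
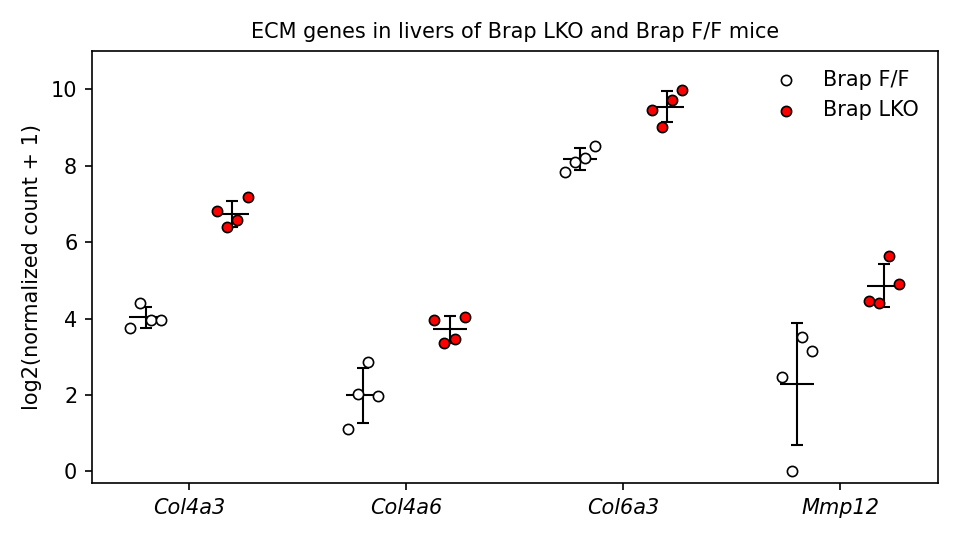
Normalized counts of the ECM genes Col4a3, Col4a6, Col6a3 and Mmp12 in the liver, as log2(normalized count + 1), in 4 Brap F/F mice (white) and 4 Brap LKO mice (red). Each point is 1 liver, the long bar is the group mean and the short bars the SD. In each gene the red points lie above the white ones.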

Supporting this, among the most differentially expressed individual genes were collagens *Col4a3*, *Col4a6*, and *Col6a3*, as well as ECM-related genes such as *Obscn* and *Mmp12* (Fig. 3*B*). We quantified the fold change of these genes with qPCR (Fig. 3*D*). These results suggest that the mechanisms underlying morphological alterations in *Brap LKO* livers likely include altered interactions with the extracellular environment.

**Fig. 3.**
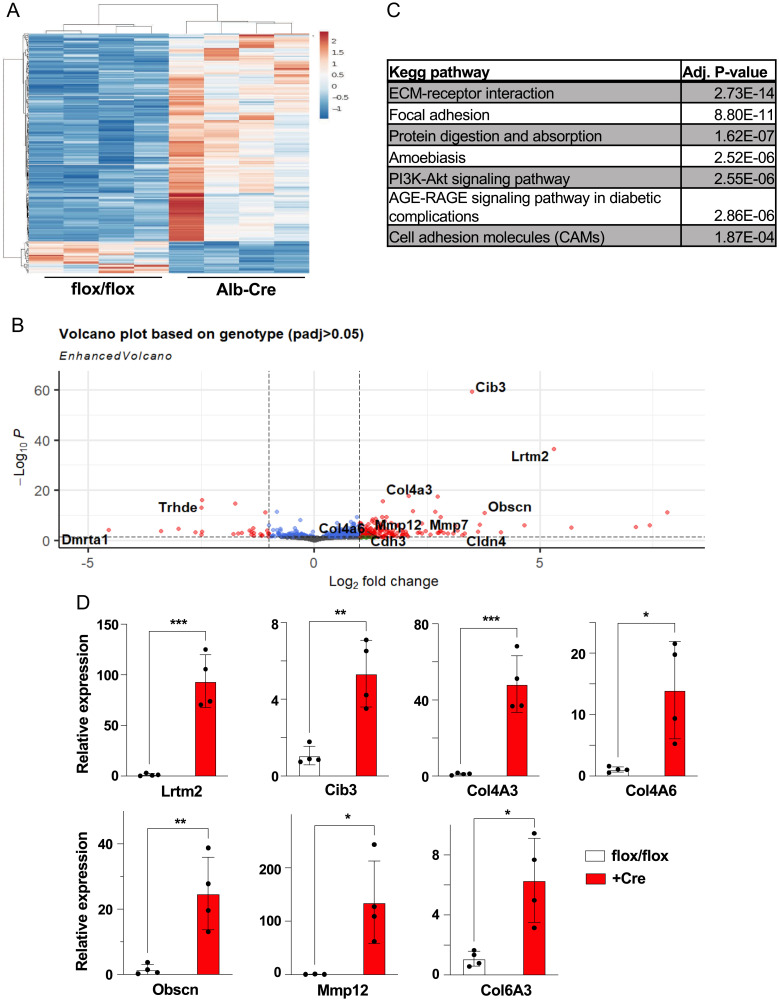
RNA sequencing (RNAseq) of livers from *Brap LKO* and WT mice. *(A*) Heat map of 452 differentially up-regulated and 170 significantly differentially down-regulated genes in *Brap LKO* livers relative to WT livers. (*B*) Volcano plot of statistical significance against log2 fold-change of gene expression between WT and *Brap LKO* livers. (*C*) KEGG analysis of most significantly up-regulated pathways in *Brap LKO* livers. (*D*) qPCR validation of top RNAseq hits (*n* = 3 to 4). *P < 0.05; **P < 0.01; ***P < 0.0001. Alb, albumin; padj, adjusted *P* value.

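Of the 7 further genes labelled in Fig. 3, 6 passed the threshold in the comparison with limma. Cib3 (chromosome 8, 72204335 to 72212837) and Lrtm2 had the smallest p-values of all genes tested (adjusted p = 2.4e-05 for both) and stayed past the threshold in all 22 other settings. Cib3 had 501 ± 111 (SD, n = 4) normalized counts in the Brap LKO livers and 43.8 ± 4.29 (SD, n = 4) in the Brap F/F livers, a log2 fold change of 3.46. Lrtm2 had 183 ± 34.2 (SD, n = 4) and 4.50 ± 1.61 (SD, n = 4), a log2 fold change of 5.09. Mmp7 rose by 2.34 on the log2 scale (standard error 0.409, adjusted p = 0.0429 from limma), but lost its place past the threshold in each of the 8 fits without 1 liver (adjusted p from 0.0516 to 0.119). Of its exon bases, 123 (11.5%) overlap AV064505 on the opposite strand. Cldn4 had at most 1 read in any Brap F/F liver and was at least 3.67-fold higher in the Brap LKO livers, where it had 12, 5, 9 and 21 reads. Its adjusted p of 0.0494 from limma stood at the threshold, and 6 of 20 other settings kept it past. Cdh3 had 27.3 ± 13.6 (SD, n = 4) and 5.32 ± 5.05 (SD, n = 4) normalized counts, and its log2 fold change of 2.34 did not pass the threshold (adjusted p = 0.0845 from limma). Without Brap F/F replicate 4, which had 13 reads against 2 to 4 in the other Brap F/F livers, it did (adjusted p = 0.0230). Trhde and Dmrta1 were lower in the Brap LKO livers. The log2 fold change of Trhde was -2.63 (standard error 0.337, adjusted p = 0.0155 from limma), and 2 of the fits without 1 liver, those without Brap LKO replicate 3 and without Brap F/F replicate 2, moved it out of the threshold (highest adjusted p = 0.0524). Dmrta1 had at most 2 reads in any Brap LKO liver and was at least 7.68-fold lower there (adjusted p = 0.018 from limma), and fits without Brap LKO replicate 3, Brap LKO replicate 4 or Brap F/F replicate 2 moved it out (highest adjusted p = 0.0631). Adjusted over the list alone, all 7 genes passed the threshold, with the same limit on their choice as for the collagens. From the pathways and single genes that differed in RNA sequencing, with the qPCR of Fig. 3D, the paper proposes that altered interactions with the extracellular environment contribute to the morphology of Brap LKO livers.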

### Loss of Brap Alters Hippo Signaling and YAP Target Gene Expression.

The changes in expression of cytoskeletal and ECM proteins seen in *Brap LKO* mice led us to hypothesize that BRAP might regulate cell–cell or cell–ECM interactions. The Hippo pathway is an established regulator of liver size and structure that responds to physical cues transmitted by cell–cell and cell–ECM contacts. Phosphorylation of YAP, one of the main transcriptional effectors of this pathway, prevents its entry to the nucleus and reduces expression of genes such as connective tissue growth factor (CTGF); cysteine-rich angiogenic inducer 61; notch 2; jagged 1; and Indian hedgehog (9–12). To determine if Hippo pathway signaling was with altered *Brap* knockout, we interrogated the protein levels and posttranslational modifications of key players in this pathway. *Brap LKO* liver displayed normal levels of total YAP protein but decreased phosphorylation of YAP S109, S127, and S397, suggesting increased nuclear localization. Furthermore, YAP phosphorylation was accompanied by increased expression of the aforementioned YAP target genes (Fig. 4*D*).

**Fig. 4.**
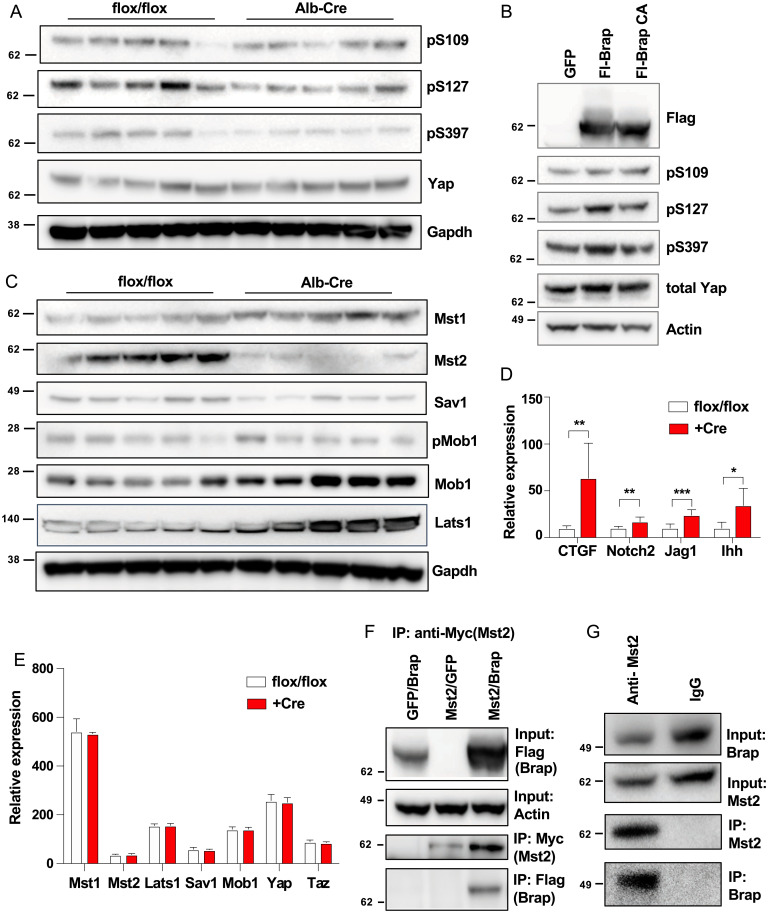
Alterations in Hippo pathway signaling in *Brap LKO* mice and characterization of Brap/Mst2 interaction. (*A*) Yap phosphorylation in livers of WT and *Brap LKO* mice. (*B*) Yap phosphorylation in HepG2 cells overexpressing Brap WT or an E3 ligase–deficient mutant BRAP (BrapCA). (*C*) Western blot of Hippo pathway proteins in WT and *Brap LKO* mice. (*D*) Relative expression via qPCR of Yap target genes in livers of WT and *Brap LKO* mice. (*E*) mRNA expression (from RNA-sequencing counts) of Hippo pathway genes. (*F*) Immunoprecipitation (IP) with anti-Mst2 antibody or IgG control of HEK293T cell lysates. (*G*) Immunoprecipitation with anti-Myc antibody of lysates from HEK239T cells transfected with Myc-Mst2 and either GFP or Flag-Brap. Alb, albumin. *P < 0.05; **P < 0.05; ***P < 0.0005.

In order to determine if the observed increase in YAP transcriptional activity was a cell-autonomous effect, we sought to determine if alteration of BRAP levels in cultured cells induced changes in YAP translocation. Indeed, overexpression of wild-type (WT) BRAP in HepG2 cells was sufficient to increase YAP phosphorylation, while overexpression of an E3 ligase–deficient mutant BRAP was not (Fig. 4*B*) (9).

We next sought to identify specific alterations in Hippo pathway signaling that could be responsible for alteration of Yap phosphorylation in the absence of Brap. Upstream of YAP, MST1 and MST2 kinases phosphorylate SAV1 and MOB1, which then recruit LATS1 and LATS2 kinases to phosphorylate YAP (13). We analyzed levels of these proteins by Western blot and found that MST1 and total MOB1 levels were elevated in *Brap LKO* mice. At the same time, levels of phospho-MOB1, SAV1, LATS1, and, most dramatically, MST2 were decreased (Fig. 4*C*). Messenger RNA (mRNA) levels of MST1/2, LATS1, MOB1, YAP, and TAZ proteins were not different between groups, suggesting that BRAP regulation of the Hippo pathway is posttranscriptional (Fig. 4*E*).

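The kinases MST1 and MST2 are encoded by the mouse genes Stk4 and Stk3, YAP by Yap1 and TAZ by Wwtr1. None (0) of 9 Hippo pathway genes differed between the livers of Brap LKO and Brap F/F mice at an adjusted p-value under 0.05 from limma. At an unadjusted p-value under 0.05 the number was 0 as well, and adjusted over the list alone it was 0. Stk4 (chromosome 2, 164070322 to 164155524) had 859 ± 51.2 (SD, n = 4) normalized counts in the Brap LKO livers and 811 ± 50.0 (SD, n = 4) in the Brap F/F livers, a log2 fold change of 0.08 (95% confidence interval -0.08 to 0.25, adjusted p = 0.608 from limma). Stk3 (chromosome 15, 34875496 to 35178921) had 370 ± 37.8 (SD, n = 4) and 365 ± 22.2 (SD, n = 4), a log2 fold change of 0.02 (95% confidence interval -0.20 to 0.23, adjusted p = 0.938). The other log2 fold changes were -0.04 for Sav1, -0.003 for Mob1a, 0.0088 for Mob1b, 0.0021 for Lats1, 0.10 for Lats2, -0.03 for Yap1 and -0.10 for Wwtr1. Their 95% confidence intervals set how large a change could have been missed. The widest was that of Wwtr1, from -0.45 to 0.25, and that of Lats1 reached from -0.14 to 0.15. Scaling every liver to the same total moved these values most, with Stk4 at 0.24 and no gene past the threshold. Under that setting, 2 of the 9 genes had an unadjusted p-value under 0.05. Stk4 and Lats2 stayed above 0 in all 22 other settings, and the sign of the other genes depended on the setting. Of the exon bases of Lats2, 42.4% are shared with Gm49361 on the same strand, and of those of Sav1, 25.4% with Atl1 on the opposite strand. The mouse gene with the symbol Mst1 encodes another protein, macrophage-stimulating protein. Its normalized count was 5322 ± 54.6 (SD, n = 4) in the Brap LKO livers and 5418 ± 520 (SD, n = 4) in the Brap F/F livers (log2 fold change -0.02, adjusted p = 0.910 from limma), and 195 of its exon bases (8.62%) overlap Rnf123 on the opposite strand. The gene with the symbol Taz encodes the mitochondrial protein tafazzin and had a log2 fold change of -0.08 (adjusted p = 0.627 from limma). From mRNA levels that did not differ, beside changed protein levels of MST1, MST2, MOB1, SAV1 and LATS1, the paper proposes that BRAP acts on the Hippo pathway after transcription.

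**Figure D2:**
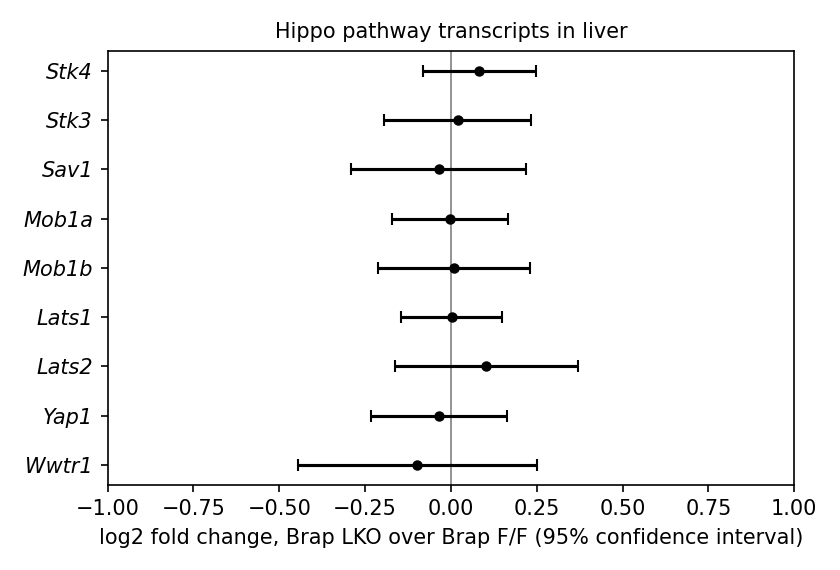
Log2 fold change of the mRNA of 9 Hippo pathway genes in the liver, Brap LKO over Brap F/F (points), with its 95% confidence interval (bars), from 4 mice per group. The interval of each of the 9 genes holds 0.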

The dramatic difference in MST2 levels between WT and *Brap LKO* mice led us to hypothesize that BRAP may interact with MST2 directly. When Myc-MST2 and Flag-BRAP were coexpressed in HEK293T cells, pull down of MST2 using the Myc epitope confirmed an interaction with Flag-BRAP (Fig. 4*F*). Furthermore, endogenous MST2 from HEK239T coimmunoprecipitated with endogenous BRAP, verifying that the two proteins are found in a complex intracellularly (Fig. 4*G*). Taken together, these data support the conclusion that BRAP’s regulation of liver structure and morphology occurs via its modulation of the Hippo pathway, specifically through its interaction with MST2. Brap deletion leads to a decrease in MST2 protein levels, which prevents YAP phosphorylation and ultimately results in increased expression of proliferative and profibrotic YAP target genes and a grossly nodular and hyperplastic liver.

### Loss of Brap Affects Hepatic Responses to NASH and Western Diets.

The baseline liver morphology and gene expression we observed in *Brap LKO* mice fed a chow diet led us to explore how these mice would respond to the stress of pathological diets. Specifically, we sought to understand how Brap-deficient livers responded to diets that promote steatosis and fibrosis. To this end, we challenged *Brap LKO* mice and *Brap^F/F^* littermate control mice with a Western diet and a NASH-inducing high-fat, high-sucrose diet with added cholesterol. Plasma triglyceride levels were not different between groups (*SI Appendix*, Fig. S4*A*). *Brap LKO* mice fed a NASH-inducing diet for 16 wk had similarly sized livers but accumulated less hepatic triglycerides than did their floxed control counterparts (Fig. 5 *A*–*C*). Sectioning and staining revealed that the pattern of lipid accumulation was also markedly different between groups. While control livers accumulated large lipid droplets that were distributed uniformly, *Brap LKO* livers had discrete regions of lipid accumulation alternating with regions of small, hyperplastic hepatocytes (Fig. 5*D*). Furthermore, trichrome staining revealed enhanced fibrosis in livers lacking Brap (Fig. 5*D*).

**Fig. 5.**
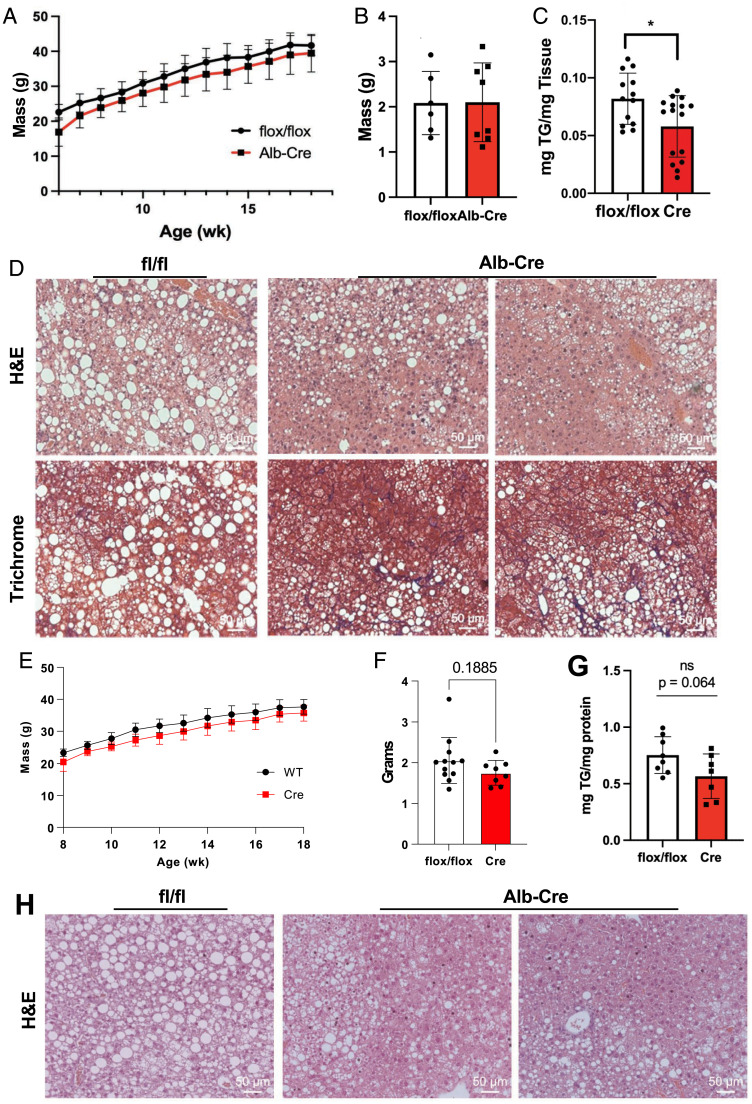
*Brap LKO* mice exhibit alterations in triglyceride accumulation upon pathological diet feeding. (*A*) Weights of *Brap LKO* and WT mice on a 14-wk high-fat, high-sucrose NASH diet. (*B* and *C*) Liver weights (*B*) and triglyceride content (*C*) of *Brap LKO* and WT mice after 16 wk of NASH-diet feeding. (*D*) H&E and trichrome staining of livers of *Brap LKO* and WT mice after 16 wk of NASH-diet feeding. (*E*) Weights of *Brap LKO* and WT mice fed a 10-wk Western diet. (*F* and *G*) Liver weight (*F*) and triglyceride (*G*) content of *Brap LKO* and WT mice after a 10-wk Western diet. (*H*) H&E-stained livers of *Brap LKO* and WT mice after 10 wk of Western diet feeding. Alb, albumin; ns, not significant; TG, triglyceride. *P < 0.05.

*Brap LKO* mice fed a Western diet for 10 wk displayed a phenotype similar to those fed a NASH diet. Plasma triglyceride levels were not different between groups (*SI Appendix*, Fig. S4*A*), but *Brap LKO* livers from mice fed a Western diet weighed slightly less than that of control mice, and there was a trend toward less triglyceride accumulation (Fig. 5 *E*–*G*). Histologically, regions with lipid accumulation in livers of *Brap LKO* mice fed a Western diet were disrupted by nodules of small hepatocytes, similar to the findings in livers of mice fed the NASH diet (Fig. 5*H*). Together, these data demonstrate that BRAP not only regulates liver morphology at baseline but also affects liver remodeling in response to pathological stress.

## Discussion

The Hippo pathway integrates microscopic, hepatocyte cytoskeletal architecture with macroscopic traits such as whole-liver size and morphology. Hippo signaling has been implicated in control of an array of processes within the liver, ranging from regeneration to NASH to cancer (9, 14–19). Here, we have identified BRAP as a regulatory node within this pathway through its regulation of the kinase MST2. Liver-specific Brap deletion in mice leads to a grossly nodular liver. Microscopically, *Brap LKO* livers are inflamed, apoptotic, and hyperplastic. This phenotype results, at least in part, from increased Hippo pathway signaling that drives expression of cytoskeletal and ECM-remodeling proteins such as CTGF, Indian hedgehog, notch 2, and jagged 1. In WT mice, BRAP interacts with MST2 kinase and maintains YAP phosphorylation, thereby restraining Hippo pathway activity. Loss of BRAP leads to the depletion of MST2, increased YAP transcriptional activity, and expression of profibrotic and hepatocyte proliferative genes.

In addition to affecting gross morphology of the liver, loss of *Brap* led to increased hepatocyte proliferation and apoptosis, suggesting an increase in hepatocyte turnover. There was also immune cell infiltration and increased inflammatory marker expression, suggesting an inflammatory response to *Brap* deletion. Based on gene expression analysis of the liver, it seems likely that the increased turnover and inflammation seen in *Brap LKO* mouse livers are secondary to Yap-mediated transcription of cytoskeleton-remodeling genes. However, it is possible that loss of BRAP causes cell death, which contributes to the inflammation and fibrosis seen in *Brap LKO* mice. Future work will be needed to dissect this. Regardless, the increase in fibrotic and inflammatory signaling in *Brap LKO* livers provides insight into the role of BRAP in regulation of normal liver homeostasis. This role also appears to also be important in the response to dietary stress, as revealed by Western and NASH diet challenges.

Several questions remain regarding the role of BRAP in Hippo signaling. Foremost, the mechanism behind MST2 protein loss in *Brap LKO* mice requires further investigation. Prior work has indicated that BRAP is a functional ubiquitin ligase; however, the role ubiquitination in MST2 regulation remains unclear. While BRAP’s ubiquitin ligase activity is required for alteration of YAP transcriptional activity in HepG2 cells, loss of BRAP results in reduction of MST2 protein levels, contrary to what would be expected if BRAP was regulating MST2 itself via proteasomal degradation. It is possible that increased MST2 degradation and/or loss of MST2 sequestration results from the altered ubiquitination of another yet-unidentified protein. Accordingly, more work into the exact nature of the BRAP-MST2 interaction, and whether it is direct or requires other factors, could help illuminate the underlying regulatory mechanisms.

Hepatocyte glycogen droplets have recently been proposed to act as Hippo pathway signaling hubs (20). Intriguingly, we have observed that suppression of BRAP with short hairpin RNA decreases liver glycogen levels (*SI Appendix*, Fig. S4*B*). These findings raise the exciting possibility that glycogen could play a role in mediating the BRAP-MST2 interaction. CRISPR screening has identified *Brap* as one of a select few sex-specific essential genes in developing mouse livers; our own observations indicate that male *Brap LKO* mice display more dramatic changes in liver structure than do female mice (21). Thus, the sex-specific roles of *Brap* also invite future inquiry.

Finally, modulation of *Brap* may be a possible avenue to modulate Hippo pathway response under these conditions, which has relevance to human liver disease, including NASH and nonalcoholic fatty liver disease. Our observation that YAP transcriptional activity is responsive to BRAP in human HepG2 cells indicates that control of the Hippo pathway by BRAP is conserved in humans.

## Materials and Methods

### Experimental Models.

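Brap lies on chromosome 5 of mm10 from 121660563 to 121687256 on the forward strand. In the GENCODE annotation, the transcript with the longest coding sequence, Brap-201, has 12 exons and 3744 bases. Exon 2 spans positions 121662000 to 121662161 (162 bases) and exon 3 positions 121663296 to 121663491 (196 bases). All 358 bases of both exons are coding, and their number leaves a remainder of 1 after division by the 3 bases of a codon, so a transcript that joins exon 1 to exon 4 changes its reading frame.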

The Brap^F/F^ mice were generated using Crispr/Cas9 to insert flox sites flanking exons 2 and 3 of the *Brap* gene. These mice were generated at the UC Irvine Transgenic Mouse Facility on a C57BL/6J background. The mouse studies conducted at University of California Los Angeles (UCLA) were reviewed and approved by the Chancellor's Animal Research Committee. All mice were housed in specific pathogen-free, climate-controlled facilities maintained at 22 °C on 12-h light/dark cycles. *Albumin*-Cre transgenic mice were obtained from Jackson Laboratory.

### Mouse Studies.

All studies were carried out using male mice maintained in a climate-controlled vivarium on a 12-h light/dark cycle at a temperature of 22 °C (22). Unless otherwise noted, animals were group-housed mice. Both sexes of mice were used for pilot studies; however, female mice exhibited milder phenotypes and were resistant to diet-induced obesity. For conditional knockout studies with Western diet–fed mice, 5- to 6-wk-old mice were challenged with diet for 10 wk. Body mass was determined weekly. For studies with the NASH diet, 5- to 6-wk-old mice were fed the NASH diet for 16 wk. Body mass was determined weekly. Adiposity was determined by MRI (EchoMRI 3-in-1) at baseline and prior to termination. At the conclusion of each study, mice were killed by isoflurane overdose and exsanguinated by cardiac puncture before cervical dislocation. Blood was collected in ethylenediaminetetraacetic acid–coated tubes, and plasma was separated by centrifugation at 2,000*g* for 15 min. Tissues were snap frozen in liquid nitrogen or fixed in 4% paraformaldehyde. For adenoviral overexpression or knockdown of Brap, age-matched (8- to 10-wk-old) male mice were injected with 1.5 × 10^9^ PFU of mouse Brap (mBrap) or shRNA against mouse Brap (shBrap)-expressing adenovirus by tail-vein injection. Mice were killed 7 to 10 d after injection and tissue was collected as described previously in this section.

### Generation and Amplification of Adenoviral Particles.

For adenoviral vector production of mBrap, the sequence encoding *Brap* was amplified from complementary DNA (cDNA) reversely transcribed from murine total mRNA and cloned into pENTR1A. We generated pAd/CMV/V5-DEST-mBrap by recombination of pENTR1A-mBrap and pAd/CMV/V5-DEST using the Gateway system (Life Technologies).

For viral knockdown of Brap, pAD/BLOCK-iTDEST-shBrap was generated using the pAdBLOCK-iT kit (Life Technologies). Briefly, several oligonucleotides targeting *Brap* were designed with BLOCK-iT RNAi designer software (https://rnaidesigner.thermofisher.com/rnaiexpress/; Life Technologies) and cloned into pU6- ENTR. The resulting pU6-ENTR-shBrap plasmids were tested for their ability to inhibit *Brap* expression in transient transfection experiments in Hepa 1-6 cells (American Type Culture Collection). The construct showing the greatest inhibition was recombined with pAD/BLOCK-iTDEST, using the Gateway system (Life Technologies). Adenovirus particles were generated by transfection of pAd/CMV/V5-DEST-mBrap and pAD/BLOCK-iTDEST-shBrap into 293A cells (Life Technologies) using Fugene 6 transfection reagent (Promega) according to manufacturers’ instructions. Viruses were amplified, purified, and titered by Viraquest.

### Gene Expression.

RNA was isolated from frozen tissues with TRIzol (Life Technologies) according to manufacturer’s instructions. Gene expression was determined by real-time RT-qPCR (Bio-Rad) using an Applied Biosystems Quant Studio 6 Flex. Results were normalized to the average expression levels of 36B4.

### Western Blot Analysis.

For protein isolation, tissues were processed with a Dounce homogenizer using radioimmunoprecipitation assay buffer buffer (Boston BioProducts) that contained both phosphatase and protease inhibitors (Roche) (22). Bis-Tris gels were used to separate proteins by electrophoresis prior to transfer to polyvinylidene difluoride membranes for blotting. To reduce nonspecific binding, membranes were blocked in a solution of 5% nonfat milk in phosphate-buffered saline (PBS) prior to incubation with specific antibodies. Secondary antibodies used were horseradish peroxidase–conjugated anti–mouse and anti–rabbit IgG (Jackson Laboratory). Signals were visualized using Immobilon Forte Western HRP Substrate (EMD Millipore).

### Immunoprecipitation.

Cells were lysed in immunoprecipitation buffer (20 mM Tris, 137 mM NaCl, 1% Triton ×100, pH 7.4) supplemented with phenylmethylsulfonyl fluoride and protease and phosphatase inhibitors. The concentration of proteins was determined using Pierce 660nm Protein Assay Reagent (Thermo Scientific) according to manufacturer's instructions. Protein (1 μg) was incubated with primary antibody for 2 h with end-over rotation at 4 °C. Protein A/G Sepharose beads (Santa Cruz Biotechnology) were washed twice with lysis buffer and added to lysates for an additional 4 h at 4 °C. Beads were washed three times and proteins were eluted by mixing an equal volume of 2× sample buffer and boiling at 95 °C for 5 min.

### Histology.

Tissues were fixed in 4% paraformaldehyde for 72 h and stored in 70% ethanol before being mounted in paraffin. The 10-µm sections were cut and stained with hematoxylin and eosin or Masson’s trichrome by the UCLA Translational Pathology Core. Immunohistochemistry was performed by the UCLA Translational Pathology Core.

### FACS Analysis.

Primary hepatocytes were isolated from 6- to 8-wk-old mice as previously described (20). Cells in suspension were fixed in 70% ethanol before staining with propidium iodide staining solution (BD Biosciences) per manufacturer’s instructions. They were analyzed using a BD FACSVerse machine and FlowJo software (BD Biosciences).

### Triglyceride Extractions.

Liver triglycerides were extracted as previously described (2) and measured by Wako L-Type TG M kit.

### Plasmids and Transfection.

For transient transfections and viral vector production of the *BRAP*, the sequence encoding Brap was amplified from cDNA reversely transcribed from human total mRNA. The resulting sequence fragment was tagged with a FLAG polypeptide sequence (DYKDDDDK) at the N terminus and then cloned into a pDONR221 entry vector using the Gateway system (Life Technologies). The C264A mutation of *BRAP* was introduced using the Q5 site-directed mutagenesis kit (New England BioLabs). The sequences in the entry clones were then transferred by LR recombination into pcDNA-DEST47 using the Gateway system (Life Technologies) for transient transfections. HA-MST1(plasmid no. 12203) and Myc-MST2 (plasmid no. 12205) plasmids were gifts from Jonathan Chernoff , Cancer Biology Program, Fox Chase Cancer Center, Philadelphia, PA (Addgene).

HEK293T cells were obtained from the American Type Culture Collection. They were previously verified by short tandem repeat testing and were confirmed to be mycoplasma-free by regular testing. Cells were cultured in Dulbecco’s Modified Eagle medium supplemented with 10% fetal bovine serum (Invitrogen), 100 U/mL penicillin, and 100 U/mL streptomycin. Cells were incubated at 37 °C in a humidified incubator containing 5% CO_2_. Transfections were performed using Fugene 6 transfection reagent (Promega) according to manufacturer’s instructions.

### RNA Sequencing and Data Analysis.

RNA was isolated from frozen tissues with TRIzol (Life Technologies) according to manufacturer’s instructions, followed by column purification (RNeasy Kit; Qiagen). RNA was quantified using Qubit Fluorometric Quantitation (Thermo Fisher). Total RNA libraries were made with the NuGEN Universal Plus mRNA kit. Libraries were sequenced single end (50 bp) on a HiSeq3000 instrument.

Data quality analysis was performed via FastQC (23). The reads were aligned to the mm10 genome using STAR [version 2.6.0c (24)]. Alignments were visualized using samtools (25) and the IGV browser (26). Differential expression analysis was performed with DESeq2 (27), and genes were classified as significantly regulated if the adjusted *P* value was <0.05. Genes were annotated using *biomaRt* package in R (https://www.R-project.org/) (28, 29). Plots and heat maps were created in R using *EnhancedVolcano* and the *ClustVis* web tool (30). Pathway analysis was performed with KEGG (31).

### Glycogen Assay.

To assess liver glycogen levels, ∼50 mg of previously snap-frozen liver was weighed and homogenized in 500 µL of ice-cold PBS. Homogenates were heated to 95 °C and cooled on ice before centrifugation for 10 min at room temperature to remove precipitate. Supernatant was assayed for glycogen content using the Glycogen Assay Kit (Sigma-Aldrich) according to manufacturer’s instructions. Glycogen content was normalized to initial liver weight.

## Supplementary Material

Supplementary File

## Data Availability

RNA sequencing data from *Brap* LKO mouse livers are available in the Gene Expression Omnibus (accession no. GSE196012) (32).

# Supplementary material for: Brap regulates liver morphology and hepatocyte turnover via modulation of the Hippo pathway
**Source:** Proc Natl Acad Sci U S A. 2022 Apr 27;119(18):e2201859119. doi: 10.1073/pnas.2201859119
**Supplement:** Supplementary File

### **Supplemental Figure Legends:**

*Figure S1:* Targeting strategy for generation of Brap LKO mice.

*Figure S2:* (A) Body weights of female Brap LKO and WT mice. Body weights of female Brap LKO and WT mice at 6 weeks. Fat and lean mass of female Brap LKO and WT mice (determined by MRI) at 6 weeks (C) and 10 weeks (D). (E) Liver weights of female Brap LKO mice at 10 weeks.

*Figure S3:* Gating strategy for propidium iodide study of primary hepatocytes isolated from Brap LKO and WT mice

*Figure S4:* (A) Plasma triglyceride levels in fed western or NASH diet. (B) shRNA-mediated knockdown of Brap in mouse liver alters liver glycogen levels.

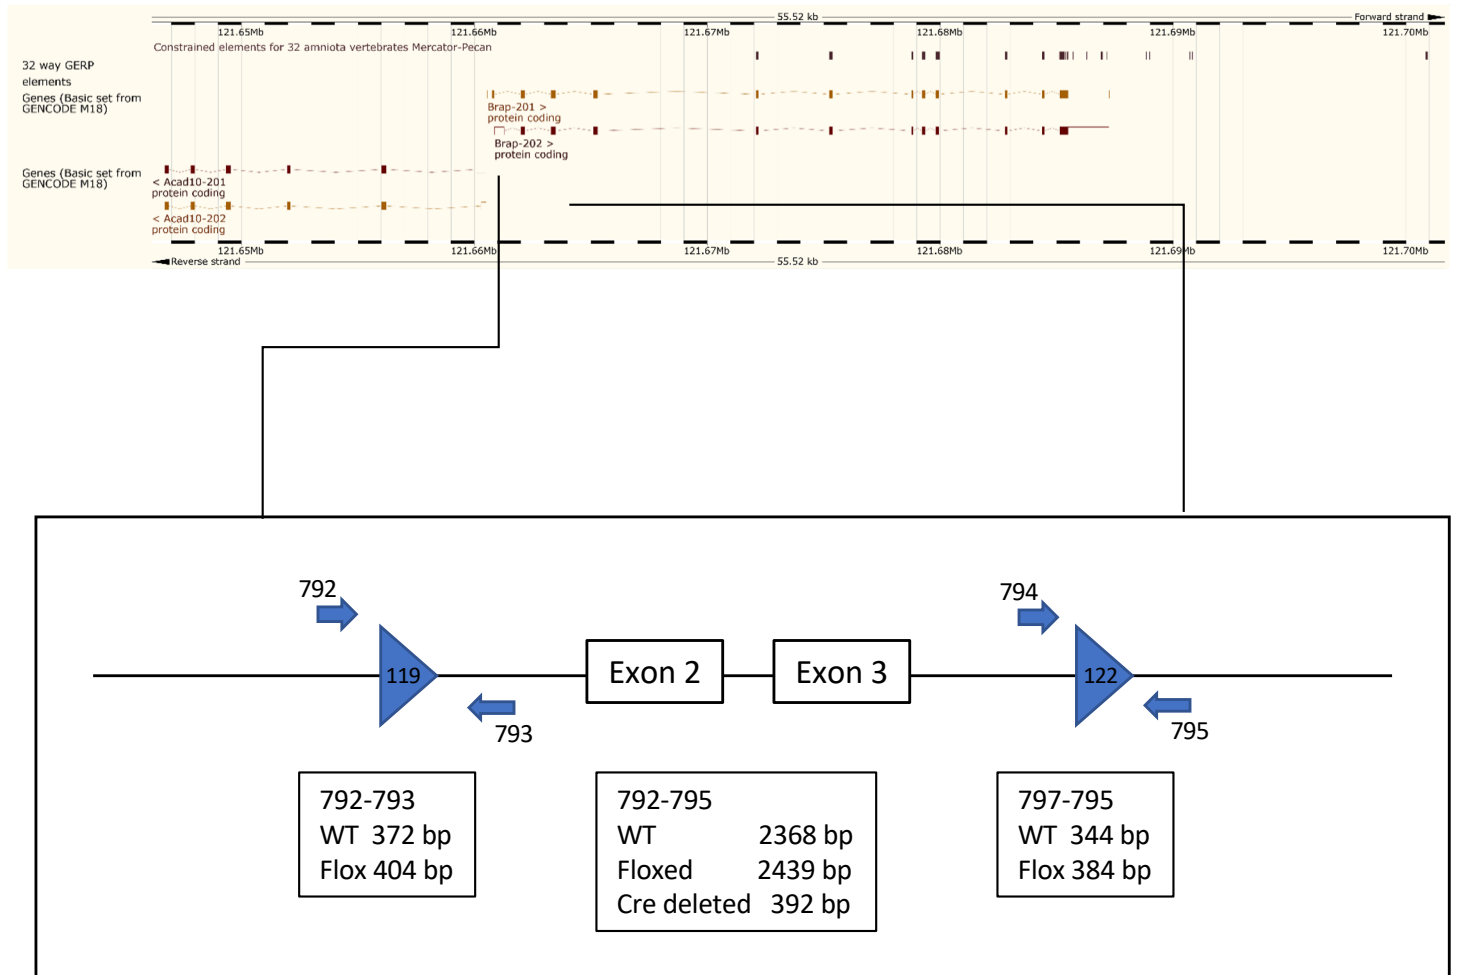

**A**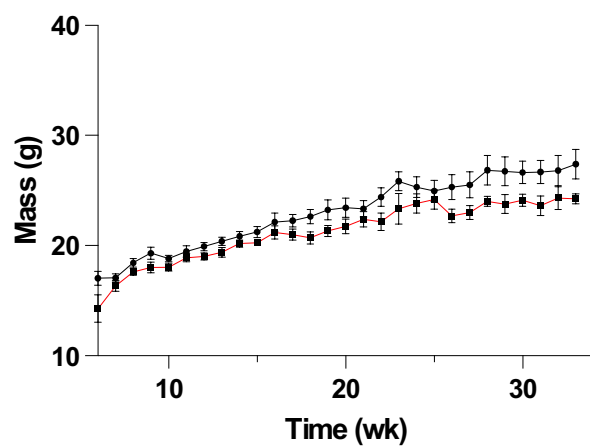**B**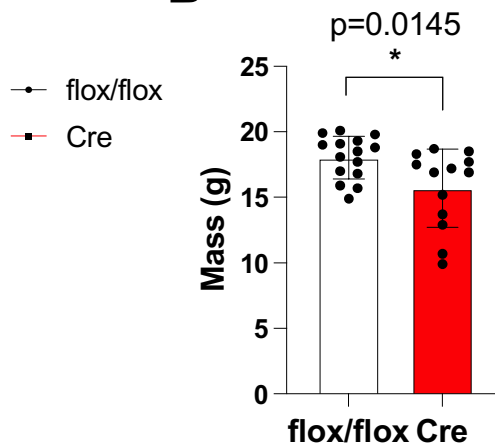**C**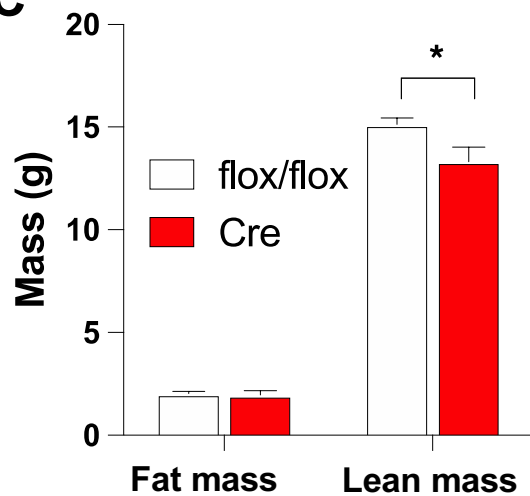**D**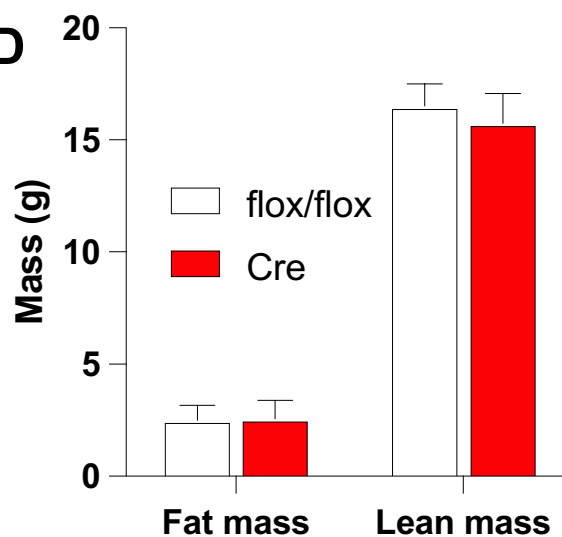**E**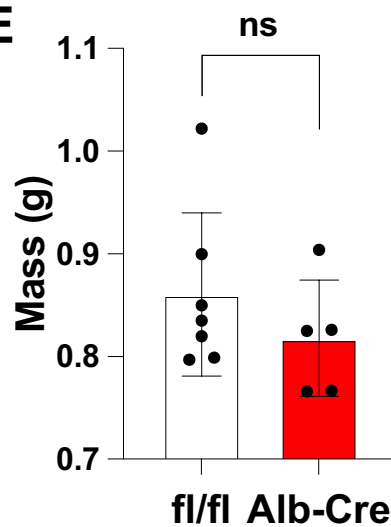

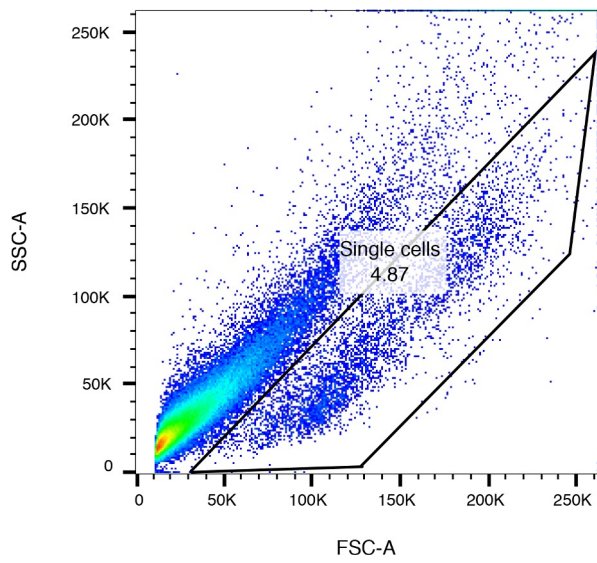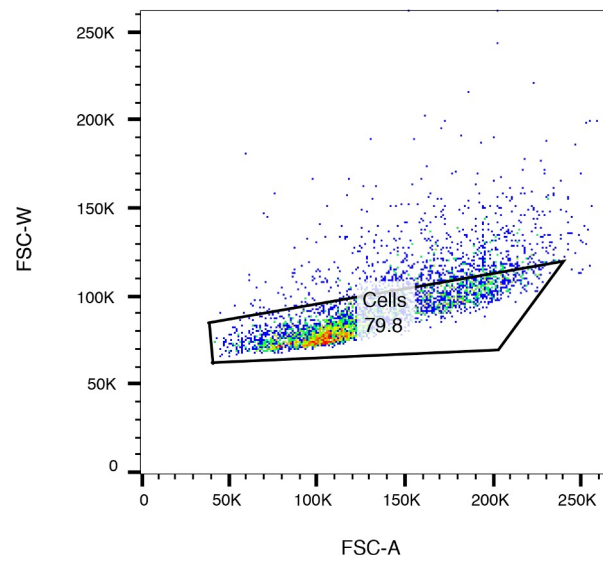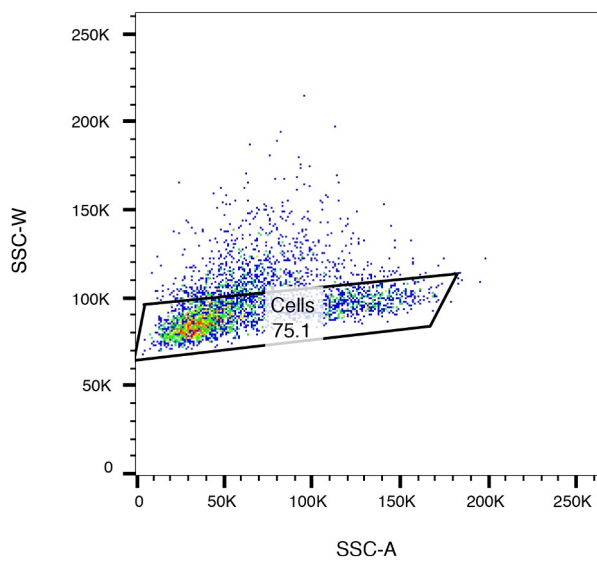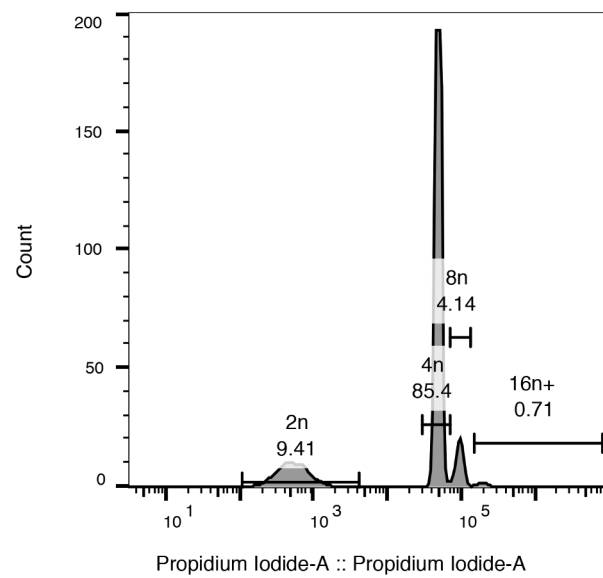

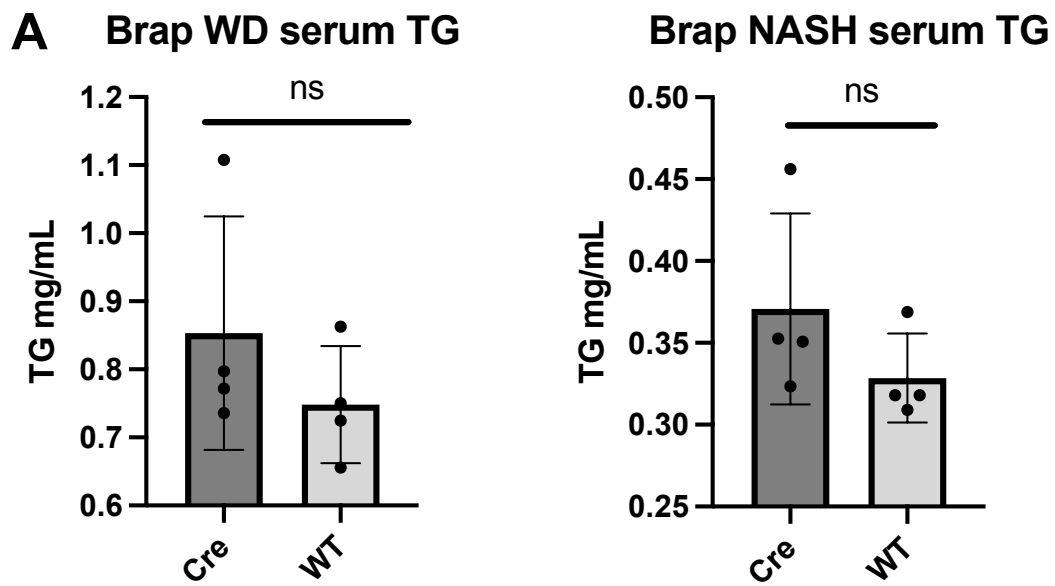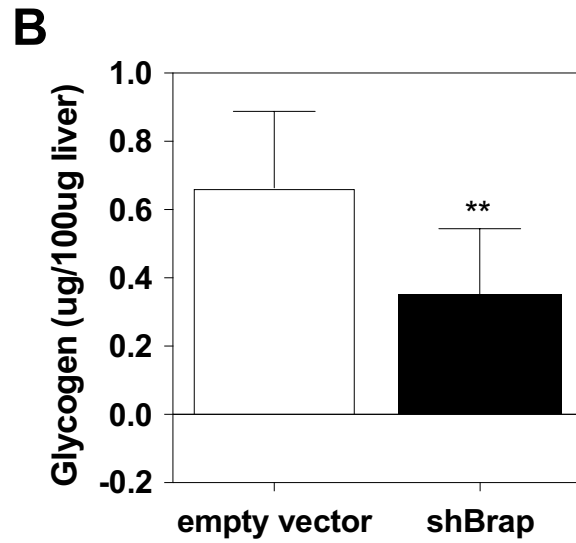

| REAGENT or RESOURCE     | SOURCE         | IDENTIFIER |
|-------------------------|----------------|------------|
| <b>Antibodies</b>       |                |            |
| Gapdh                   | Proteintech    | 60004-1-Ig |
| Actin                   | Sigma          | A2066      |
| Cleaved Caspase-3 (D175 | Cell Signaling | 9661       |
| P-Histone H3 (S10)      | Cell Signaling | 9701       |
| Survivin (71G4B7)       | Cell Signaling | 2808       |
| PCNA (PC10)             | Cell Signaling | 2586       |
| Skp2                    | Proteintech    | 15010-1-AP |
| Mst2                    | Cell Signaling | 3952       |
| Mst1                    | Cell Signaling | 3682       |
| MOB1 (E1N9D)            | Cell Signaling | 13730      |
| P-MOB1(T35)             | Cell Signaling | 8699       |
| Yap (D8H1X)             | Cell Signaling | 14074      |
| P-Yap (S127) (D9W2I)    | Cell Signaling | 13008      |
| P-Yap (S397) (D1E7Y)    | Cell Signaling | 13619      |
| P-Yap (S109) (          | Cell Signaling | 46931      |
| Sav1 (D6M6X)            | Cell Signaling | 13301      |
| Flag M2                 | Sigma          |            |
| Myc, clone 4A6          | EMD Millipore  | 05-724     |
| HA.11, Clone 16B12      | Biolegend      | 901502     |
|                         |                |            |

| Experimental diets                                                |                          |                                                 |
|-------------------------------------------------------------------|--------------------------|-------------------------------------------------|
| Chow (13.4%kcal from fat with 209mg/kg cholesterol)               | LabDiet                  | 5001                                            |
| Western Diet<br>(WD: 40%kcal from fat with 2100mg/kg cholesterol) | Research Diets           | D12079B                                         |
| NASH diet                                                         | envigo                   | 52 kcal/Fat Diet (C16:0, HVO, AMF, Choline/Met) |
| Critical Commercial Assays                                        |                          |                                                 |
| Infinity Alt (GPT)                                                | Thermo Scientific        | TR71121                                         |
| Infinity AST (GOT)                                                | Thermo Scientific        | TR70121                                         |
| Triglyceride-SL Kit                                               | Sekure Chemistry         | 236-60                                          |
| Q5 Site Directed Mutagenesis Kit                                  | New England Biolabs      | E0554S                                          |
| Experimental Models: Organisms/Strains                            |                          |                                                 |
| C57Bl6/J                                                          | JAX                      | 664                                             |
| Albumin Cre                                                       | JAX                      | 3574                                            |
| Oligonucleotides: genotyping primers                              |                          |                                                 |
| Gene                                                              | Forward primer sequence  | Reverse primer sequence                         |
| Cre                                                               | GCGGTCTGGCAGTAAAACTATC   | GTGAAACAGCATTGCTGTCACTT                         |
| Internal Control                                                  | CTAGGCCACAGAATTGAAAGATCT | GTAGGTGGAAATTCTAGCATCATC C                      |
| Brap flox                                                         | CTGAAAGTCAGTTAAGTTGGCACT | AACAAATTCCTCTCACTTCTTGGC                        |
| Oligonucleotides: qPCR primers                                    |                          |                                                 |
| Gene                                                              | Forward primer sequence  | Reverse primer sequence                         |
| <i>36B4 (Rplp0)</i>                                               | AGATGCAGCAGATCCGCA       | GTTCTTGCCCATCAGCACC                             |
| <i>Brap</i>                                                       | GCACAGAGAAGTAGAGAACAGAG  | GTTGCCACTGAAGAAGGAAATC                          |
| <i>F4/80</i>                                                      | ACCACAATACCTACATGCACC    | AAGCAGGCGAGGAAAAGATAG                           |
| <i>Tnfa</i>                                                       | CTTCTGTCTACTGAACTTCGGG   | CAGGCTTGCTACTCGAATTTTG                          |
| <i>Mcp1</i>                                                       | TTAAAAACCTGGATCGGAACCAA  | GCATTAGCTTCAGATTTACGGGT                         |
| <i>CTGF</i>                                                       | GGGCCTCTTCTGCGATTTCT     | ATCCAGGCAAGTGCATTGGTA                           |
| <i>Notch2</i>                                                     | ATGTGGACGAGTGTCTGTTGC    | GGAAGCATAGGCACAGTCATC                           |
| <i>Jag1</i>                                                       | CCTCGGGTCAGTTTGAGCTG     | CCTTGAGGCACACTTTGAAGTA                          |
| <i>lhh</i>                                                        | CTCTTGCCCTACAAGCAGTTCA   | CCGTGTTCTCCTCGTCCTT                             |
| <i>Cyr61</i>                                                      | GGATCTGTGAAGTGCGTCCT     | CTGCATTTCTTGCCCTTTTT                            |

How the deposited data were processed for this re-analysis (not part of the article)

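Bulk RNA sequencing of the liver was analysed for 4 Brap LKO mice and 4 Brap F/F control mice, all 18 wk old and fasted for 6 h. All 8 per-liver columns of the deposited table were used (0 were left out), and none of the libraries was pooled with another. The groups are named as in the deposited labels. The animal number in each label was used to form a lower and a higher series, which was tried only as a covariate.

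The authors isolated RNA with TRIzol and column purification, prepared libraries with the NuGEN Universal Plus mRNA kit, sequenced single-end reads of 50 bases and aligned them to mm10 with STAR. The tool that counted reads on genes, the annotation release and the use of strand are not named in the paper's text. The deposited signal is the number of reads counted on each gene, divided by the authors by a DESeq2 size factor for each liver, for 24451 genes. All 24451 genes have at least 2 reads over the 8 livers. Every value (100%) was a whole multiple of the smallest value above 0 of its liver, so reads were recovered by division. The authors also deposited a DESeq2 comparison of the groups. It holds the mean of the 8 normalized counts (equal to that of the first table), the log2 fold change and its standard error, which the authors' tool had shrunken towards 0, the ratio or fold change computed by the authors from that log2 value, and the deposited p-value with its adjusted p-value. These columns served to compare calls and were not tested again. The adjusted p-value in the deposited table is given for 14966 genes and left blank for 9485. Symbols and gene types are those the authors added with biomaRt, and 187 genes have no symbol. Positions, transcript lengths, GC content and overlaps between exons came from the GENCODE annotation of the same build, in which 24430 of the genes were found, 24015 of them under the same name.

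Between 26280884 and 33313914 reads per liver were counted on genes. A count of 0 in a liver allows up to 3 reads at this depth, and a fold against a group with at most 3 reads in every liver is given as a lower bound against that floor. Library molecules were not tagged, so floors cover counting error only. Confidence intervals (95%) come from limma and rest on the spread between livers.

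The comparison of the groups used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(normalized count + 1), for the 15352 genes with a mean normalized count of at least 5 over the 8 livers, without covariates. The threshold was a Benjamini-Hochberg adjusted p-value of 0.05, as in the paper. The paper's own test, DESeq2, models counts, and the deposited values are not counts, so count tests on the recovered reads (edgeR 4.0.16, quasi-likelihood test, and DESeq2 1.42.0) were run as alternatives. Single genes were also compared with two-sided exact permutation tests over the 70 arrangements of 4 livers against 4, for which the smallest p is 0.0286. The genes named in the text are those the paper names for expression in its text or in Figs. 2F, 3 and 4, and, of the genes past the threshold whose groups did not overlap, the 5 with the largest rise and the 5 with the largest fall. Values are not given for every gene under this rule. The other genes given with values, among them Alb and the abundant members of lists, were chosen after their values were seen.

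Gene lists were tested with camera (correlation between members set to 0.01), with all tested genes as the background and adjustment over the 20 lists that had at least 3 tested members. The list for ECM and receptors and the list for adhesion signaling stand in for the KEGG pathways, which were not used here. The further lists covered further YAP targets, proliferation, cholangiocytes, macrophages and monocytes, stellate cells and fibroblasts, sinusoidal endothelium, lymphocytes, hepatocytes, pericentral and periportal genes, male-biased and female-biased liver genes, the circadian clock, the acute phase, fetal liver and hepatocellular tumour, the fasting response, NRF2 targets, red blood cells and pancreas. A liver's score on a list is the mean over the tested members of the deviation of log2(normalized count + 1) from the member's mean over the 8 livers.

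The alternatives fixed beforehand were a pseudocount of 0.5 or 5, no filter or a minimum mean of 20, quantile normalization, the same total per liver, edgeR's TMM factors, limma without the trend, with robust eBayes or with arrayWeights, the replicate number as a block, the animal series as a covariate, leaving out each liver in turn, the count tests, other thresholds (an absolute log2 fold change of at least 1, an adjusted p-value under 0.1 or 0.01), and for lists camera with an estimated correlation, fry, or members with a mean of at least 20. After seeing the data, DESeq2 with its default filter level of 0.1 and 1 surrogate variable from sva 3.50.0 as a covariate were added. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the permutation tests of list scores, tables and figures.

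The scripts were tested on simulated data before use. Counts were drawn for 15352 genes from the livers' own means. Of these, a list of 60 genes was shifted by 0.5 on the log2 scale, and 200 other genes were changed by more. limma found 157 of the 200 (78.5%), and 9 of its 181 calls (4.97%) were genes left unchanged. edgeR found 158 (79%), with 10 of 184 calls (5.44%) unchanged, and DESeq2 found 168 (84%), with 38 of 228 calls (16.7%) unchanged. For each test, the changed genes found and the unchanged genes called add up to fewer genes than its calls. The remaining calls were members of the shifted list, which are counted in neither number. Both shares hold only for genes drawn independently of each other. With no gene changed, limma made 0 calls, edgeR 0 and DESeq2 16. In the first simulation, which held 10 lists of 60 genes, camera with either correlation and fry found the shifted list. Of the unshifted lists, camera called 0 with either correlation and fry 1. The members of a list were drawn independently, so this could not show whether camera with the preset correlation calls too many lists whose members vary together.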

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

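The tests on overlapping genes, on cell types for the cholangiocyte list, on single livers for the fetal list and on the other splits of the livers, apart from that for the number of genes by limma, were chosen only after the result was seen.

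Single livers lay far from the rest of their group in 8 of the 78 groups of 4 livers examined, by the ratio of the gap to the group's range, where chance gives 3.9. The normalized count of Sav1 was 453 in Brap F/F replicate 4 and at least 612 in the other Brap F/F livers. That of Mst1 was 6197 in Brap F/F replicate 4 and at most 5180 in the others. Mob1b stood at 1743 in Brap LKO replicate 2 and at least 2139 in the others of its group. Notch2 was at 2051 in Brap LKO replicate 4 and at least 2219 in the others. Syt14 was at 29.7 in Brap LKO replicate 2 and at most 18.7 in the others, and Mkx at 11.1 in Brap LKO replicate 3 and at most 2.55 in the others. Cldn4 in Brap F/F replicate 1 (0 against 0.981 to 1.05) and Syt14 in Brap F/F replicate 1 (1.14 against 0) differ from the others by 1 read. The 8 values fall on 5 livers, and no explanation, technical or biological, was tested for them.

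Of the genes with the largest rises, 4 are not discussed in the paper. The log2 fold change was 7.55 for Gldn, 4.24 for Gm10419, 4.17 for Syt14 and 4.01 for Igf2bp3. The value of Gldn ranged from 5.83 to 8.27 over its alternatives, the lowest with a pseudocount of 5. The fitted values of the last 3 depend on the pseudocount too, since the Brap F/F livers held at most 3 reads of each, and only their lower bounds can be used. Reads of an overlapping gene were examined as a technical source. No annotated gene (0) shares exon bases with Gldn or Syt14. Malsu1, which overlaps Igf2bp3, had a log2 fold change of -0.15, which argues against it as the source of that rise. Gm42517, which shares 139 of its 1850 exon bases with Gm10419, lay under the filter and had 21 reads in the Brap LKO livers together. At even coverage it would place at most 2.61 reads on the shared bases (95% counting error), against the 79 reads of Gm10419 in these livers, which argues against it as the source of that rise. In 1 of the 35 splits of the 8 livers into groups of 4, the real one, limma put as many as 118 genes past the threshold, and the largest number in the other 34 was 1. The same held for edgeR (1 of 35, with 122 genes). With DESeq2, 2 of the 35 splits gave as many: the split of Brap LKO replicates 1 and 3 with Brap F/F replicates 2 and 3 from the rest gave 636 genes against 607 for the real one. The loss of BRAP, which the design names, stays open as an untested biological explanation.

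Among the gene lists, 5 that the paper does not discuss rose past the threshold with both camera and fry. The median log2 fold change was 0.74 for the cholangiocyte list (16 of 17 tested members higher, camera adjusted p = 6.47e-08), 1.58 for the list of fetal liver and hepatocellular tumour (10 of 10, 7.07e-07), 0.51 for stellate cells and fibroblasts (15 of 17, 1.2e-05), 0.27 for further YAP targets (15 of 18, 0.00103) and 0.64 for lymphocytes (12 of 13, 0.00109). Under fry the adjusted p-values of these 5 were 0.0193, 0.0084, 0.0193, 0.00168 and 0.0315. With the correlation estimated from the data, none (0) of the exploratory lists did, with 4 at an unadjusted p-value under 0.05, and the adjusted p-values of these 5 were 0.168, 0.1, 0.168, 0.1 and 0.179. In 3 of the 35 splits as many exploratory lists passed the threshold as in the real one (10), so the number of lists alone does not set the real groups apart from chance. Of the tested members, 3 in the cholangiocyte list, 4 in the stellate list and 3 in the list of further YAP targets stand in other lists too, and Cldn4 of the cholangiocyte list is a gene the paper picked from these livers. Setting the 2 cholangiocyte genes and the 1 fetal gene with at most 3 reads in every Brap F/F liver to their lower bound left the medians at 0.74 and 1.58.

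A single liver was weighed as the source of the rise in the fetal list, in which Brap LKO replicate 4 has the highest score. Without 1 liver in turn, the median stayed at or above 1.22 and the list past the threshold (camera adjusted p up to 5.61e-06), which argues against 1 liver as the whole source. Single members do rest on few livers: H19, chosen after its values were seen, had normalized counts of 75.6, 680, 13.2 and 3153 in Brap LKO replicates 1 to 4 against 3.42 to 7.36 in the Brap F/F livers, and its adjusted p from limma was 0.121.

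A lower share of hepatocytes in the Brap LKO livers would raise the markers of every other liver cell type alike. The most abundant cholangiocyte markers, Sorbs2 and Spint2, had normalized counts of 2634 and 2499 in the Brap LKO livers and 2285 and 2248 in the Brap F/F livers, and the liver expresses 17 of the 18 listed genes at a mean of at least 5. The sinusoidal endothelium list rose by less (median 0.18) than the cholangiocyte list. The difference between the scores of these lists did not separate the groups (two-sided exact permutation test, p = 0.0571, where the smallest possible is 0.0286), so a lower share of hepatocytes and a rise in cholangiocyte transcripts themselves cannot be told apart with 4 livers per group.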

How the results depend on the processing

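All alternatives were fixed before the data were examined, except DESeq2 with its default filter and the surrogate variable, which were chosen after seeing the data. Where a value changed, the cause was not tested, unless one is named.

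Of 817 values of single genes under alternatives, 696 kept their direction and their side of the threshold, 69 lost their place past it, 9 gained one and 43 changed direction. For single lists the numbers were 382 of 448, 27, 17 and 22.

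limma on the normalized counts gave 102 higher and 16 lower genes. DESeq2 gave 448 and 159, or 452 and 170 with its default filter, and 1 surrogate variable as a covariate 490 and 245, with all 118 genes among them. arrayWeights gave 185 and 39, and a minimum mean of 20, which tests fewer genes, left 9 lower genes. Quantile normalization gave 62 higher genes (79.5% of its calls, against 86.4%) and the same total per liver 459 (95.8%). That scaling moved the median log2 fold change of all genes to 0.15, so its changes stand relative to that shift. By construction, stricter or looser thresholds changed the numbers too, to 67 and 9 with an absolute log2 fold change of at least 1, 283 and 64 at an adjusted p-value under 0.1, and 10 and 3 under 0.01. From 11 to 178 higher genes and from 4 to 54 lower genes were found across the 8 fits that each left out 1 liver, which have fewer livers to test with, but the fit without Brap F/F replicate 4 gave more genes than all 8 livers. edgeR gave 108 and 14, with 112 of its 122 genes among the 118.

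Of the 5 ECM genes, 3 were past the threshold, 5 with DESeq2, and from 1 to 3 with 1 liver left out (1 without Brap LKO replicate 1, Brap LKO replicate 4 or Brap F/F replicate 2). Of the 7 other genes of Fig. 3, 6 were, 7 with DESeq2 or the same total per liver, 3 with a minimum mean of 20, which removes several of them, and from 2 to 5 with 1 liver left out (2 without Brap LKO replicate 3 or Brap F/F replicate 2). Of the 5 YAP targets, 1 was (Ccn1), 2 with the same total per liver, and 0 with a minimum mean of 20, quantile normalization, no trend or the animal series as a covariate, where 1 or 2 had an unadjusted p-value under 0.05. With 1 liver left out it was from 0 to 1, with 1 to 3 at an unadjusted p-value under 0.05. The Hippo pathway and the genes of Fig. 2F stayed at 0 in all 22 alternatives, with at most 2 and 1 at an unadjusted p-value under 0.05. A gene under the minimum mean of a setting has no value there.

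Genes close to 0 changed sign. Under quantile normalization the log2 fold change was 0.0082 for Brap, 0.044 for Mob1a, 0.036 for Yap1 and 0.10 for Mst1. With the same total per liver it was 0.086 for Brap, 0.12 for Sav1, 0.15 for Mob1a, 0.12 for Yap1, 0.059 for Wwtr1, 0.14 for Mst1 and 0.077 for Taz, under a shift of all genes in the same direction. Mob1a was at 0.0103 with TMM factors and 0.0099 with edgeR. arrayWeights gave -0.061 for Mob1b, -0.031 for Lats1, 0.0031 for Mst1, -0.0795 for Ccn2 and -0.035 for Jag1, and the animal series as a covariate 0.006 for Mst1. Ccn2 was at -0.0699 with edgeR and -0.083 with DESeq2. Across the 8 fits that each left out 1 liver, the log2 fold change ranged from -0.039 to 0.042 for Mob1a, from -0.092 to 0.0082 for Yap1, from -0.0449 to 0.0449 for Mst1, from -0.15 to 0.011 for Sav1, from -0.22 to 0.0599 for Wwtr1, from -0.059 to 0.084 for Mob1b, from -0.028 to 0.031 for Lats1, from -0.031 to 0.085 for Stk3, from -0.12 to 0.60 for Ccn2, from -0.073 to 0.14 for Jag1 and from -0.10 to 0.88 for Tnf. None of these values passed the threshold.

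The lists for ECM and receptors and for adhesion signaling kept their direction and stayed past the threshold in every alternative but camera with an estimated correlation (adjusted p = 0.136 and 0.214). Over the 8 fits without 1 liver, their camera adjusted p-values ranged from 1.99e-13 to 4.16e-08 and from 0.00503 to 0.0459. Of the 18 exploratory lists, 10 passed the threshold with camera, 5 with fry and 0 with the estimated correlation, where 4 had an unadjusted p-value under 0.05. Lists changed direction, which the test takes relative to all other genes, as follows, with adjusted p-values. Under quantile normalization these were hepatocyte (0.950), periportal (0.482) and NRF2 targets (0.750). With the same total per liver they were female-biased genes (0.164) and circadian clock (0.519), and with the animal series as a covariate periportal, NRF2 targets and circadian clock (0.993 each). The circadian clock also did with edgeR (0.972) and with members at a mean of at least 20 (0.974), and proliferation with arrayWeights (0.975) and fry (0.950). Across the fits without 1 liver, the adjusted p-value ranged from 0.107 to 0.642 for female-biased genes, from 0.527 to 0.999 for circadian clock, from 0.474 to 0.987 for proliferation, from 0.273 to 0.925 for red blood cells and from 0.0119 to 0.936 for the acute phase, each with a change of direction in at least 1 fit.

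The groups share replicate numbers, but same-numbered livers did not deviate together (mean correlation of their deviations 0.09 over 4 pairs, from -0.13 to 0.29, against -0.03 over the 12 other pairs), so the numbers do not pair the livers. With the replicate number as a block, 95 genes passed the threshold (80 higher and 15 lower), of which 68 were among the 118. The block left 0 of the 5 YAP targets past the threshold (2 at an unadjusted p-value under 0.05) and changed the direction of the circadian clock list (adjusted p = 0.792).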

Differences from the paper's values

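The paper reports 452 up-regulated and 170 down-regulated genes, and limma on the deposited normalized counts gave 102 and 16. Of the alternatives set before the data were examined, DESeq2 on the recovered reads came within 1.5 times the paper's numbers for both (448 and 159), and the same total per liver did for the up-regulated genes alone (459). None of the others did. Among alternatives chosen after seeing the values, DESeq2 with its default filter gave 452 and 170 genes, all 622 of them the genes called in the authors' table, and 1 surrogate variable as a covariate gave 490 and 245, of which 469 are in the authors' table. All 622 genes called in the authors' table changed in the same direction here, 619 of them with an unadjusted p-value under 0.05 from limma, and 117 passed the adjusted threshold.

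Fig. 4E shows levels that stand near the mean normalized counts divided by 10 for most of its genes. On that scale the bar labelled Mst1 is at about 540 in Fig. 4E, read by eye, for Brap F/F mice and at about 530 for Brap LKO mice, and the gene that encodes the kinase MST1, Stk4, was at 81.1 and 85.9. None of the alternatives set before the data were examined closed this gap. Most of them leave a mean normalized count as it is, so they could not have closed it.

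Among the genes the paper gives as most differentially expressed, Col4a6 (adjusted p = 0.0941) and Mmp12 (adjusted p = 0.136) did not pass the threshold with limma. Col4a6 passed it with the same total per liver (adjusted p = 0.0429) and with DESeq2 on the recovered reads (0.046), and its adjusted p ranged up to 0.266 over its alternatives. Mmp12 passed it with DESeq2 (0.00403), with a range up to 0.285. Cdh3, labelled in Fig. 3, did not pass it either (adjusted p = 0.0845). It passed with the same total per liver (0.0418), arrayWeights (0.043), DESeq2 (0.00721), the replicate number as a block (0.0282) and without Brap F/F replicate 4 (0.023), with a range up to 0.211.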

Other observations

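The tests on the bars of Fig. 4E, on the reads of Brap, on the first principal component, on the phase of the clock and on the splits of the livers for ECM and adhesion lists were chosen only after the result was seen.

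The paper measured YAP target genes by qPCR (Fig. 4D) in mice that the labels do not identify. In the sequenced livers, Ccn1 (also called Cyr61) had 308 ± 58.4 (SD, n = 4) normalized counts in the Brap LKO mice and 170 ± 25.5 (SD, n = 4) in the Brap F/F mice, with the groups apart (log2 fold change 0.85, adjusted p = 0.0469 from limma). It was past the threshold in 10 of 22 alternatives, of the fits without 1 liver only in that without Brap F/F replicate 4 (adjusted p from 0.0402 to 0.149). The other 4 genes did not pass the threshold. The log2 fold change was 0.22 for Ccn2 (also called Ctgf; adjusted p = 0.849), 0.18 for Notch2 (0.298), 0.05 for Jag1 (0.870) and 0.79 for Ihh (0.513), each from limma. Ccn2 had 147 and 166 reads in Brap F/F replicates 1 and 4 and 730 and 597 in replicates 2 and 3. The Brap LKO livers lay between, with 288 to 527 reads. Brap F/F replicates 2 and 3 also stand apart on the first principal component, described below, so the result for Ccn2 depends on these livers. Of the exon bases of Ccn2, 23.2% are shared with Gm15270 on the opposite strand. Notch2 passed the threshold with the same total per liver (adjusted p = 0.0398, with a range up to 0.522). Adjusted over the list alone, 1 of the 5 passed.

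The genes for F4/80, TNF-α and Mcp-1, which the paper measured by qPCR (Fig. 2F), gave log2 fold changes of 0.44 for Adgre1 (442 ± 145 and 313 ± 31.2 normalized counts, SD, n = 4), 0.60 for Tnf and 0.69 for Ccl2. None (0) of the 3 passed the threshold, 0 had an unadjusted p-value under 0.05 and 0 passed adjusted over the list alone. Tnf and Ccl2 had from 0 to 10 reads per liver, so their differences could not be measured well at this depth, and without Brap F/F replicate 3 the value for Tnf was -0.10.

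The reads of Brap were compared with what loss of exons 2 and 3 in every cell would leave. Their share of the transcript with the longest coding sequence predicts a log2 change of -0.15 (other annotated transcripts have other lengths), and the 95% confidence interval of the measured change, from -0.22 to 0.08, holds both that value and 0. Whether Brap was recombined in these livers can therefore not be read from the gene's total, and neither can whether a transcript without these exons is kept.

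The bar labelled Mst1 in Fig. 4E may plot the mouse gene with the symbol Mst1 in place of Stk4. The bar less the mean normalized count of Mst1 divided by 10 was -1.79 in Brap F/F and -2.15 in Brap LKO mice, while the difference from Stk4 was 459 and 444. The range for 5 other bars was -10.6 to -1.29. Its lower end came from the bar labelled Mob1, which was taken as Mob1a. The same comparison for the bar labelled Taz gave -6.88 and -5.93 with the gene Taz and -20.6 and -15.7 with Wwtr1, so it too may plot the gene of that symbol. The bars were read by eye and the range takes no account of a gene's level, which limits the second comparison. In Brap F/F mice the bar labelled Mst2 stood at 30 against 36.5 for Stk3, and that labelled Taz at 83 against 103.6 for Wwtr1. The second comparison therefore does not decide between Taz and Wwtr1. Neither choice changes that all 4 genes stayed under the threshold.

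Of the genes past the threshold, more were higher than lower in the Brap LKO livers (86.4%). This holds for these genes and not for all tested genes, of which 48.0% were higher. After a trend on GC content was removed from each liver, 85.6% of the genes past the threshold were higher, and after a trend on transcript length 84.3%. Under quantile normalization the share was 79.5%. These values argue against GC content, length or the scaling by a few abundant genes as the whole source of the excess. It was smaller with DESeq2 on the recovered reads (73.8%) and with 1 surrogate variable as a covariate (66.7%), which was chosen after seeing the data. Across the 8 fits without 1 liver, the share ranged from 61.1% (without Brap LKO replicate 1) to 87.5% (without Brap F/F replicate 1). The lowest share rests on 11 higher and 7 lower genes. The size of the excess therefore depended on single livers. The animal series was confounded with the groups in part. With it as a covariate, 78 of the 118 genes remained past the threshold, and the split of the livers by series put 0 genes past it with limma, 0 with edgeR and 2 with DESeq2, which argues against the series as the source of most of these genes.

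Time of day at sacrifice was examined with the circadian clock list. Of its 17 genes, 0 passed the threshold and 3 had an unadjusted p-value under 0.05, where chance gives 0.85. The score of Arntl and Npas2 less that of Dbp, Per2 and Nr1d1, which peak at other times, did not separate the groups (two-sided exact permutation test, p = 0.486), but Arntl and Npas2 had few reads, so a difference in time of day stays open. Mixed sex was examined with Xist, which had at most 6 reads in any liver, and this argues against it as a source of a difference between the groups.

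The rise of the ECM and receptors list was as strong by camera in 2 of the 35 splits of the livers, the second being that of Brap LKO replicates 1, 3 and 4 with Brap F/F replicate 2. By fry it was so in 1 of 35, the real one, and the adhesion signaling list by camera in 1 of 35. The lowest median with 1 liver left out was 0.39, which argues against 1 liver as the source. Over the 10 pairs of marker lists for other liver cell types, the smallest two-sided exact permutation p for a difference in their rise was 0.0571. None of these pairs includes the ECM and receptors list. They therefore cannot separate a lower share of hepatocytes from a rise in ECM transcripts within the cells that make them. RNA of whole liver also does not give the number of those cells.

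Other lists were examined as well. Past the threshold with camera were macrophages and monocytes (median log2 fold change 0.55, 20 of 20 members higher, adjusted p = 3.62e-08), male-biased genes (0.56, 18 of 21, 8.4e-04), sinusoidal endothelium (0.18, 12 of 12, 0.011), hepatocytes (-0.19, 3 of 20, 0.011) and the fasting response (-0.30, 3 of 19, 0.035). Under fry none (0) of these 5 passed the threshold, with adjusted p-values of 0.0567, 0.231, 0.468, 0.084 and 0.549. With 1 liver left out, the camera adjusted p rose to as much as 0.167 for sinusoidal endothelium (median from 0.11 to 0.33), 0.0988 for hepatocytes (from -0.25 to -0.096) and 0.440 for the fasting response (from -0.42 to -0.11), so these 3 depended on single livers. The rise of the male-biased list rests on Brap F/F replicates 2 and 3 (scores -1.05 and -1.28). Brap F/F replicates 1 and 4 (0.2 and 0.517) scored inside the range of the Brap LKO livers (0.188 to 0.637). Leaving out 1 liver at a time cannot show this. The fasting list holds genes of both directions, so its fall is not read as a change in the response to fasting. Not past it were pericentral genes (0.26, adjusted p = 0.0506), the acute phase (-0.18, 0.239), red blood cells (-0.08, 0.443), female-biased genes (0.01, 0.495), periportal genes (-0.12, 0.637), NRF2 targets (-0.05, 0.637), proliferation (-0.10, 0.903) and the circadian clock (-0.06, 0.903). The pancreas list had 2 tested members, too few to test.

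On the first principal component (37.2% of the variance), Brap F/F replicates 2 and 3 stood at 49.7 and 48.5, and the 6 other livers between -41.4 and 0.61. Their male-biased scores were -1.05 and -1.28 (0.188 to 0.637 in the others), their female-biased scores 0.472 and 0.704 (-0.992 to 0.196 in the others) and their acute phase scores -0.764 and -0.784 (-0.476 to 1.21 in the others). Both also scored lowest on the adhesion signaling (-0.224 and -0.205), cholangiocyte (-0.659 and -0.518) and fetal (-1.375 and -1.204) lists. The rise of these lists and of the male-biased list in the Brap LKO livers therefore draws at least in part on these 2 livers. On the ECM and receptors list they lay inside the range of the others (-0.168 and -0.184). Several sources are argued against for the position of these 2 livers. The livers of the higher animal series other than these stood at -11.96 or below, which speaks only to the series as a whole. The animal numbers of these 2 livers are consecutive, and a source shared by these animals alone was not tested. Each liver had at least 438 reads on each Y gene. The read totals of both, the larger being 32182759, lay inside the range of the others. Time of day stays open: for 8 of the 17 clock genes (47.1%) both livers lay outside the range of the 6 others on one side, against 26.2% of all tested genes, and 17 genes are too few to decide. The share was 63.2% of the 19 fasting genes, 76.2% of the male-biased and 70.0% of the female-biased genes. Feeding state stays open as well. The fasting list mixes genes that rise on fasting with lipogenic genes that fall on it, and both parts were higher in these livers (scores of 0.92 and 0.61 for the first, from -0.85 to 0.23 in the others, and of 0.48 and 0.94 for the second, from -0.81 to 0.13 in the others). Their difference, the lower being -0.33, lay inside the range of the others, so the list does not decide in which direction feeding would have differed, or whether it did. In 7 of the 20 lists the scores of both livers lay outside the range of the 6 others on the same side. For 2 livers taken at random chance gives 1.43, but these 2 were picked for their position on the component. Since 26.2% of all tested genes had both livers outside, the number of lists is no evidence beyond that position. No biological explanation from the design was tested.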
